# The tumor suppressor *MIR139* is silenced by POLR2M to promote AML oncogenesis

**DOI:** 10.1038/s41375-021-01461-5

**Published:** 2021-11-05

**Authors:** Christiaan J. Stavast, Iris van Zuijen, Elena Karkoulia, Arman Özçelik, Antoinette van Hoven-Beijen, Leticia G. Leon, Jane S. A. Voerman, George M. C. Janssen, Peter A. van Veelen, Monika Burocziova, Rutger W. W. Brouwer, Wilfred F. J. van IJcken, Alex Maas, Eric M. Bindels, Vincent H. J. van der Velden, Christopher Schliehe, Peter D. Katsikis, Meritxell Alberich-Jorda, Stefan J. Erkeland

**Keywords:** Acute myeloid leukaemia, Cancer genetics, Apoptosis, Oncogenes

## Abstract

*MIR139* is a tumor suppressor and is commonly silenced in acute myeloid leukemia (AML). However, the tumor-suppressing activities of *miR-139* and molecular mechanisms of *MIR139*-silencing remain largely unknown. Here, we studied the poorly prognostic MLL-AF9 fusion protein-expressing AML. We show that MLL-AF9 expression in hematopoietic precursors caused epigenetic silencing of *MIR139*, whereas overexpression of *MIR139* inhibited in vitro and in vivo AML outgrowth. We identified novel *miR-139* targets that mediate the tumor-suppressing activities of *miR-139* in MLL-AF9 AML. We revealed that two enhancer regions control *MIR139* expression and found that the polycomb repressive complex 2 (PRC2) downstream of MLL-AF9 epigenetically silenced *MIR139* in AML. Finally, a genome-wide CRISPR-Cas9 knockout screen revealed RNA Polymerase 2 Subunit M (POLR2M) as a novel *MIR139*-regulatory factor. Our findings elucidate the molecular control of tumor suppressor *MIR139* and reveal a role for *POLR2M* in the *MIR139*-silencing mechanism, downstream of MLL-AF9 and PRC2 in AML. In addition, we confirmed these findings in human AML cell lines with different oncogenic aberrations, suggesting that this is a more common oncogenic mechanism in AML. Our results may pave the way for new targeted therapy in AML.

## Introduction

Mixed-lineage leukemia (MLL) or Lysine Methyltransferase 2A (KMT2A) rearrangements occur in 10% of adult acute leukemias and in 35% of pediatric cases [1, 2]. MLL rearrangements cause in-frame fusions with >60 different genes of which *AF4*, *AF9*, *AF10*, *ENL,* and *ELL* are most common [3, 4]. MLL-fusion proteins cause heterogeneous leukemia of lymphoid or myeloid origin and are associated with therapy resistance and poor prognosis [3, 5]. MLL-fusion proteins retain the DNA-binding domain of MLL and deregulate target genes that are normally controlled by MLL [6]. The most common MLL-rearrangement in acute myeloid leukemia (AML) is caused by the t(9;11)(p22q23) fusing *MLL* to the *AF9* gene in-frame and occurs in 30% of MLL-rearranged AMLs [3, 5]. Continuous expression of MLL-AF9 is critical for the survival of AML cells, which suggests that genes deregulated by MLL-AF9 are potential targets for therapy [7, 8].

MicroRNAs (miRNAs) are small non-coding RNAs of 19–22 nt in length and post-transcriptionally regulate mRNAs involved in critical cellular functions [9]. MiRNAs are commonly deregulated in cancer [10, 11]. For instance, the expression of *MIR139*, encoding *miR-139-5p* and *miR-139-3p*, is downregulated and has been identified as a tumor suppressor in AML [12–14]. The *MIR139* gene is located on chromosome-11 in intron-1 of *PDE2A* [15]. However, the molecular mechanism of *MIR139* silencing in AML is largely unknown. Previously, we have found that *miR-139-3p* expression is induced by DNA interstrand-crosslinks [12]. There is evidence that *miR-139-5p* controls the translation machinery through downregulation of *Eif4g2* [13, 14].

Polycomb-group (PcG) proteins have been implicated in silencing tumor suppressor genes in various cancers, including MLL-AF9 AML [16–19]. One class of PcG proteins, polycomb repressive complex 2 (PRC2), consists of the methyltransferase EZH2 or EZH1, EED, SUZ12, and RBBP4 [20]. EZH2 or EZH1 can hypermethylate K27 on Histone-H3, which marks silenced genes [21]. PRC2 contributes to MLL-AF9 pathogenesis and is a target for therapy [22, 23]. However, an additional unknown activity mediated by PRC2 that regulates transcriptional repression, other than blocking the accessibility of chromatin remodeling proteins, cannot be ruled out [24].

Here, we have performed a comprehensive analysis of the tumor suppressor *MIR139*. We show that *MIR139* is a critical tumor suppressor that is silenced by MLL-AF9 in AML. Furthermore, we have identified *MIR139* targets that mediate its tumor suppressor activity in AML. Our study has elucidated the molecular silencing mechanism of *MIR139* and provides insight into its tumor suppressor activity, offering potential targets of intervention for the poorly prognostic MLL-AF9 AML.

## Methods

### Generation of knockout mice

C57BL/6 *Mir139*-deficient mice (*Mir139*KO) were generated using the CRISPR-Cas9 double-nicking strategy employed by the Cas9^D10A^ mutant and 4 sgRNAs (Mir139KOsgRNA5’plus, Mir139KOsgRNA5’minus, Mir139KOsgRNA3’plus, and Mir139KOsgRNA3’minus) flanking the *Mir139* gene as described [25]. Enhancer 1 KO mice (E1KO) and E2KO mice were generated by zygote injection with TrueCut Cas9 Protein v2 (A36499, Thermo Fisher Scientific) and sgRNAs E1KO-5p, E1KO-3p, E2KO-5p, and E2KO-3p (Supplementary Table 1). Heterozygous or homozygous offspring were crossed for at least three generations to reduce CRISPR-Cas9-induced off-target effects. All primers and sgRNAs are listed in Supplementary Table 1. All animal experiments were approved by the Instantie voor Dierenwelzijn (IvD) and the Erasmus Medical Center Animal Welfare and Ethics Committee.

### Colony assays, inhibitor experiments, cell culture, and patient samples

For colony assays, 5000 MLL-AF9 cells were plated in MethoCult (M3231, StemCell Technologies), supplemented with IL-3 (1:1000 supernatant), iIL-6 (10 ng/mL), granulocyte-macrophage colony-stimulating factor (GM-CSF) (10 ng/mL), and stem cell factor (SCF) (20 ng/mL), penicillin/streptomycin (100 U/mL) and neomycin 500 µg/mL and expanded for 7 days. DOT1L inhibitor SGC0946 (SML1107, Sigma Aldrich) or UNC1999 (SML0778, Sigma Aldrich) were dissolved in dimethyl sulfoxide (DMSO) and added to the medium at indicated concentrations. Human MLL-AF9 patients were diagnosed according to WHO criteria by cytomorphology, cytogenetics, molecular diagnostics and flow cytometric immunophenotyping. Mononuclear cells were isolated by Ficoll-Paque (density 1.077 g/mL) from peripheral blood or bone marrow. All included patients were positive for the t(9;11)(p22;q23) translocation and samples used for this study contained at least 84% AML blasts as defined by flow cytometry [26]. The use of human MLL-AF9 patient samples was approved by the Erasmus MC Medical Ethics Committee (METC 2016-606). Human MLL-AF9 AML cell lines THP-1, Molm-13, and other AML cell lines MV4-11, HL-60, HEL, and U937 were cultured in Roswell Park Memorial Institute-1640 supplemented with Pen-Strep (100 U/mL), fetal bovine serum (FBS) (10%), and l-Glut (2 mM). AML cell line Kasumi-1 was cultured as above with 20% FBS and AML cell line TF-1 was cultured as above supplemented with human granulocyte-macrophage colony-stimulating factor (5 ng/mL, 300-03-B, Peprotech) and sodium pyruvate (1%). The MLL-AF9 patient samples were cultured in Iscove’s Modified Dulbecco’s Medium, supplemented with FBS (20%), Pen-Strep (100 U/mL), IL-3 (10 ng/mL, 200-03, Peprotech), IL-6 (10 ng/mL, 200-06, Peprotech), TPO (50 ng/mL, 300-18, Peprotech), FLT-3L (50 ng/mL, 300-09, Peprotech), and SCF (50 ng/mL, 300-07, Peprotech).

### Statistical analyses

Data are presented as mean ± SEM, unless otherwise specified in the figure legends. Data were compared with the two-tailed independent samples Student’s *t* test, unless otherwise specified in the figure legends.

## Results

### MLL-AF9 downregulates *Mir139* expression

We generated a murine MLL-AF9 model by transduction of bone marrow (BM) HSPCs with MLL-AF9-expressing retrovirus. MLL-AF9 leukemia cells were positive for c-Kit, GR-1, CD16/CD32, and CD11b and negative for CD3 expression, suggesting a myeloid progenitor origin of the leukemia cells (Fig. 1A). As expected from previous studies [27], DOT1L-inhibitors diminished cell survival of MLL-AF9 cells (Supplementary Fig. 1A). To validate our model, we performed proteomics and observed differential protein expression in MLL-AF9 cells (Supplementary Fig. 1B, Supplementary Table 2). The most upregulated protein was 15-hydroxyprostaglandin dehydrogenase (HPGD), suggesting a role for the HPGD pathway in MLL-AF9 leukemogenesis (Supplementary Fig. 1B). We performed Ingenuity Pathway Analysis of differentially expressed proteins and found that pathways involved in Cell Death and Survival (*P* < 2.74e^−3^), Hematological System Development and Function (*P* < 2.60e^−3^), and Hematological Diseases (*P* < 2.60e^−3^) were deregulated (Supplementary Fig. 1C). Transcriptomics and Gene Set Enrichment Analyses showed enrichment of MLL-AF9 targets [28] in the upregulated fraction of genes in MLL-AF9 cells compared to WT HSPCs (Supplementary Fig. 1D). In contrast, myeloid differentiation factors such as *C/ebpa*, *Csf1r*, *Csf3r,* and *Id2* were downregulated (Supplementary Fig. 1E). In concordance with previous studies [22, 29], we found enrichment of PRC1 and PRC2 targets, class-I (EZH2-controlled) and class-II (EZH2-independent) PcG target genes in the set of downregulated genes in MLL-AF9 cells compared to WT HSPCs (Supplementary Fig. 1F).

**Fig. 1:**
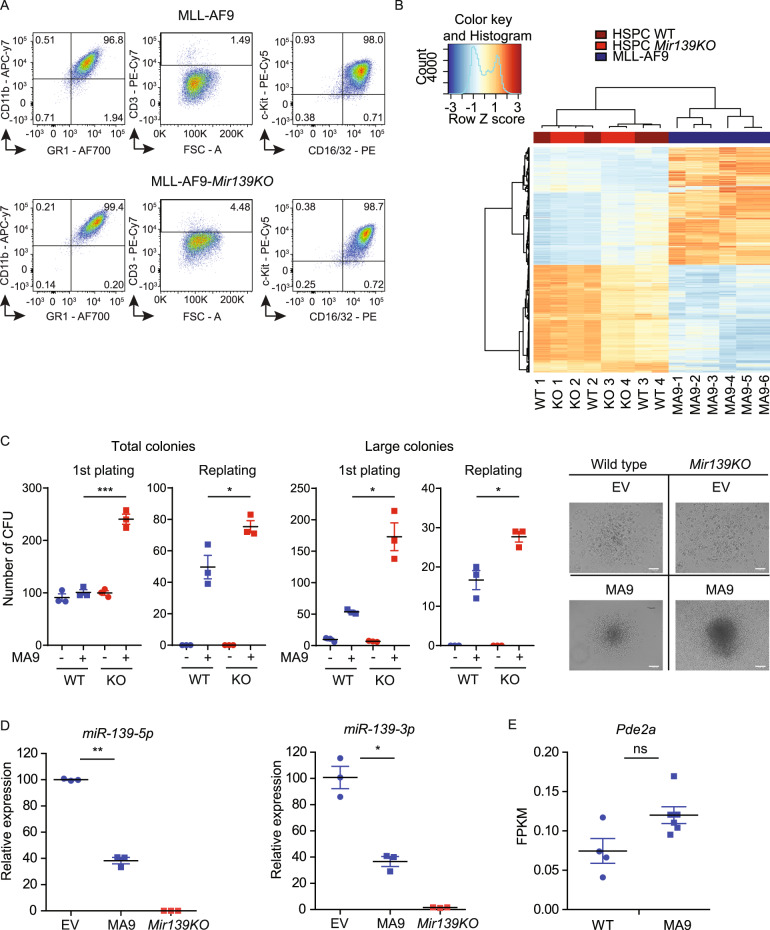
MLL-AF9 downregulates *Mir139* expression. **A** Flow cytometric analysis of surface marker expression of MLL-AF9 or MLL-AF9-*Mir139*KO cells stained for myeloid lineage markers CD11b, CD16/32, c-Kit, GR-1 and lymphoid lineage marker CD3. **B** Heatmap showing the differential gene expression profiles of WT HSPCs (WT), *Mir139*KO HSPCs (KO), and MLL-AF9 cells (MA9). **C** The number of colony-forming units (CFUs) per 5000 empty vector control (−) and MLL-AF9 (MA9) transduced WT and *Mir139*KO HSPCs are shown. Total number of colonies (50–250 cells/colony) and large colonies (>250 cells/colony) are presented. Micrographs depict representative colonies. Scale bar indicates 100 µm. The two-tailed unpaired student’s *t* test was used for the statistical analysis. **D** Expression of *miR-139-5p* and *miR-139-3p* in MA9 cells and MLL-AF9-*Mir139*KO relative to snRNA U6 and EV transduced HSPCs (EV) as determined by miRNA qPCR is shown. The two-tailed unpaired student’s *t* test with Welch’s correction was used for the statistical analysis. The presented data are representative of two experiments. **E** Expression of *Pde2a* in MA9 cells and WT HSPCs in fragments per kilobase and per million mapped fragments (FPKM) as determined by RNA-seq is shown. The Wald’s test with Benjamin–Hochberg correction was used for the statistical analysis. All graphs show mean ± SEM.

*MIR139* is downregulated in AML patients including cases with MLL rearrangements and in THP-1 cells that express MLL-AF9 compared with normal HSPCs and myeloid cells including monocytes, macrophages, and neutrophils [13]. We therefore asked whether genomic *Mir139* deletion collaborates with MLL-AF9 in AML outgrowth. *Mir139*KO mice developed normally and had expected HSPC counts and hematopoietic cell types in peripheral blood and BM [25]. Next, we asked whether *Mir139* influences genes that have potential effects on pathways other than those that are critical for hematopoiesis. We found that WT and *Mir139*KO HSPCs were indistinguishable at the transcriptome and proteome level, including *Pde2a* host gene expression (Fig. 1B, Supplementary Fig. 2A, Supplementary Table 3). These data suggest that *MIR139* is expressed at too low levels in normal HSPCs to sufficiently downregulate its targets to detectable levels. In contrast, genomic deletion of *Mir139* enhanced primary and secondary colony-forming capacity (more colonies) and proliferation (larger colonies) of MLL-AF9 cells (Fig. 1C). Strikingly, we observed a >60% reduction of *miR-139-3p* and *miR-139-5p* expression in MLL-AF9 cells, suggesting that MLL-AF9 silences *Mir139* (Fig. 1D). *Pde2a* expression in MLL-AF9 was unchanged, indicating that *Mir139* and the host gene are not co-regulated (Fig. 1E). Together, these results indicate that *Mir139* is a target of MLL-AF9.

### *MiR-139* upregulation and repression of *miR-139* targets eliminate MLL-AF9 AML

To determine effects of *miR-139* expression on MLL-AF9 cell survival, we generated (DOX)-inducible *miR-139-*expressing MLL-AF9 clones (MLL-AF9-i139). DOX-treatment of MLL-AF9-i139 cells induced *miR-139-5p* (up to 130 Fold) and *miR-139-3p* (up to 100 Fold) expression (Fig. 2A). DOX-treated MLL-AF9-i139 cells lost their colony-forming capacity, whereas DOX-inducible eGFP expressing MLL-AF9 control cells (MLL-AF9-ieGFP) expanded as expected (Fig. 2B). DOX-mediated induction of *miR-139* expression caused cell death and apoptosis of MLL-AF9-i139 cells as indicated by Annexin-V positivity and loss of replating capacity (Fig. 2C, D). In addition, induction of *miR-139* expression in MLL-AF9-i139 cells cultured in expansion medium without GM-CSF, stimulating mainly leukemia stem cell (LSC) expansion, completely blocked colony outgrowth (Fig. 2D). Similarly, MLL-AF9-i139 cells generated from hematopoietic stem cells (Lin^−^Sca-1^+^c-Kit^+^, LSK)(LSK-MLL-AF9-i139) showed loss of cells upon *miR-139* induction (Supplementary Fig. 2B). Together, our results suggest that *miR-139* expression also eliminates LSCs.

**Fig. 2:**
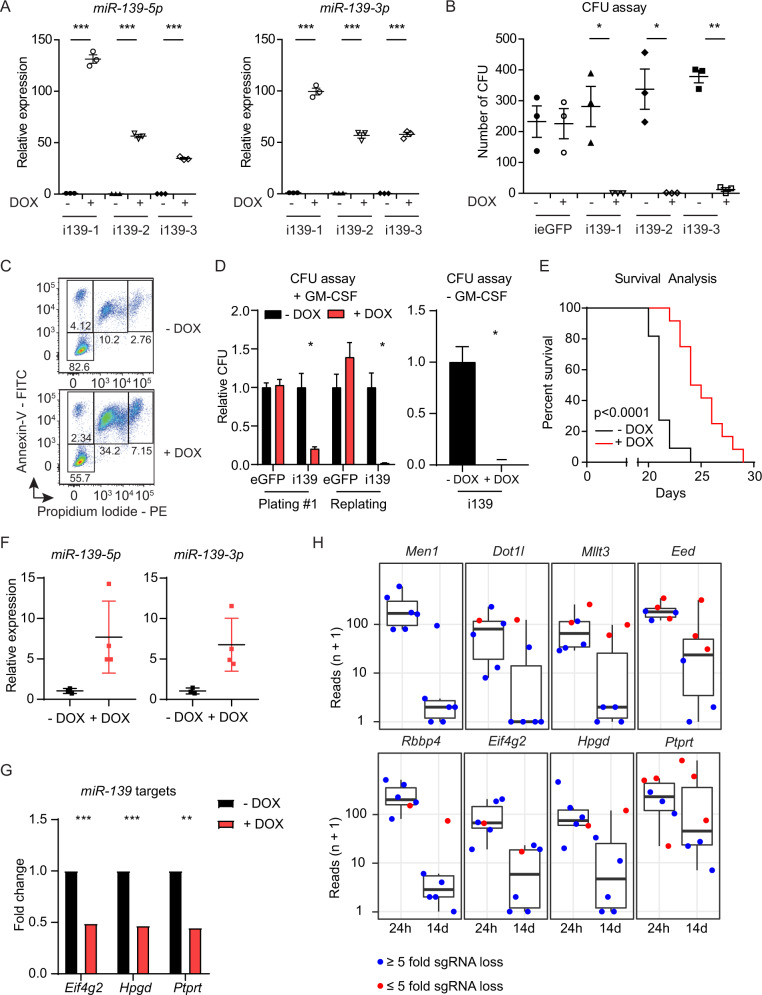
*MiR-139* upregulation and repression of *miR-139* targets eliminates MLL-AF9 AML in vitro and inhibits leukemogenesis in mice. **A** Expression levels of *miR-139-5p* and *miR-139-3p* in MLL-AF9-i139 clones (*n* = 3), treated with DOX (5 µg/mL, +) relative to snRNA U6 and mock-treated (−) cells, as determined by miRNA qPCR in triplicate, are shown. The two-tailed unpaired student’s *t* test was used for the statistical analysis. **B** The number of colony-forming units (CFU) of MLL-AF9-ieGFP and MLL-AF9-i139 (*n* = 3) HSPC clones treated with doxycycline (DOX; 5 µg/mL, (+) or mock-treated (−) as control per 8000 cells plated are shown. Data represent the average of three independent experiments. The two-tailed paired student’s *t* test was used for the statistical analysis. **C** Representative flow cytometry plot of MLL-AF9-i139 cells with or without DOX stained with propidium iodide and Annexin-V. Data are representative of three independent clones. **D** Relative number of colony-forming units (CFU) of MLL-AF9-ieGFP and MLL-AF9-i139-1 cells in triplicate, treated with Doxycycline (DOX; 5 µg/mL, (+)) or mock-treated (−) as control per 8000 cells plated are shown of the first plating and the subsequent replating. The cells were cultured with IL-3, IL-6, GM-CSF, and SCF (left panel) or with IL-3, IL-6, and SCF (right panel). The two-tailed paired student’s *t* test was used for the statistical analysis. **E** Kaplan–Meier plot showing the survival of mice, transplanted with MLL-AF9-GFP-TetR-KRAB-i139 LSK cells and treated with DOX (4 mg/kg) (red, n = 11) or mock-treated (black, *n* = 11). The Mantel–Cox test was used for the statistical analysis. **F** Expression levels of *miR-139-5p* and *miR-139-3p* in leukemia cells from mice treated with DOX (*n* = 4) in **E** relative to mock-treated and snRNA U6 are shown. Tissues were analyzed from mice when moribund. **G** Fold change of *Eif4g2* (Padj: 0.0002)*, Hpgd* (Padj: 0.0006), and *Ptprt* (Padj: 0.005) expression in DOX-treated (+DOX) MLL-AF9-i139 clones (*n* = 3) relative to mock-treated (−DOX) clones (*n* = 3) as determined by RNA-seq is shown. The Wald’s test with Benjamini–Hochberg correction was used for the statistical analysis. **H** Boxplots showing the reads (*n* + 1) of the total six sgRNAs targeting *Men1*, *Dot1l*, *Mllt3*, *Eed*, *Rbbp4*, *Eif4g2*, *Hpgd,* and *Ptprt* in MLL-AF9 cells 24 h or 14 days post transduction. Per gene, the order of the sgRNAs in the 24 h sample corresponds to the same sgRNAs in the 14d sample. Blue circles indicate a loss of >5 fold, while red circles indicate a loss of <5 fold of the sgRNA. All graphs depict mean ± SEM.

Next, we asked whether *miR-139* expression inhibits MLL-AF9 leukemia development in mice. Mice transplanted with MLL-AF9-i139 cells developed AML with a short latency of 3 weeks. However, DOX-mediated *miR-139* induction significantly delayed leukemia development of transplanted mice (Fig. 2E). Mice had malignant MLL-AF9-i139 cells in BM (Supplementary Fig. 2C), blood, and spleen (data not shown). Leukemia cells from mice that were treated with DOX showed an average *miR-139-5p* and *miR-139-3p* overexpression induction of eightfold and sevenfold, respectively (Fig. 2F), which suggests that this level of upregulation in escaping MLL-AF9-i139 cells is not sufficient to eliminate MLL-AF9 cells in mice. In full agreement, secondary transplantation experiments with these AML cells show no difference in latency between DOX-treated and non-treated controls (data not shown). These data indicate the tumor-suppressing activities of *miR-139* in MLL-AF9 AML.

To gain mechanistic insight, we performed mRNA sequencing of DOX-treated MLL-AF9-i139 and untreated clones and found that a subset of genes were differentially expressed between these populations (Supplementary Fig. 2D, Supplementary Table 4). 

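The comparison rests on read counts per gene from 6 libraries of MLL-AF9-i139 cells. These are mouse hematopoietic stem and progenitor cells (HSPCs) transformed by the MLL-AF9 fusion oncogene, which carry a construct that expresses miR-139 once doxycycline (DOX) is added. Each of 3 clones was sequenced once after culture with DOX at 5 µg/mL and once without. The sample labels give a DOX treatment of 48 h for clones 1 and 2 and of 72 h for clone 3, and they give no time for the untreated cultures of these clones. A further 4 libraries come from 1 MLL-AF9-ieGFP clone, in which DOX induces eGFP in place of miR-139, with and without DOX at 48 h and at 72 h. They are different time points of 1 clone and not separate clones. Ribosomal RNA was depleted before library preparation. The authors mapped the reads to GRCm38 with STAR, counted them per gene with FeatureCounts on a GENCODE annotation, and deposited the raw counts of 52550 genes, without normalization or a filter. The total count was 47089725, 44465384 and 39680679 in clones 1, 2 and 3 without DOX, and 46134269, 39626666 and 38915790 with DOX. In MLL-AF9-ieGFP it was 45858788 and 35133308 without DOX and 39193902 and 38024443 with DOX, at 48 h and 72 h. At these depths, 3 counts in a library correspond to between 0.0617 and 0.0867 CPM. The 10 most abundant genes took between 12.6% and 16.9% of the counts of a library. No 2 libraries of a condition agreed within sampling noise (chi-square over genes divided by its degrees of freedom from 13.5 to 112), so each library was counted as 1 sample. Counts were normalized here with the TMM method of edgeR, and genes with at least 10 counts in total over the 6 libraries were tested with edgeR's quasi-likelihood test. Choices that could change the numbers are the filter on low counts, the test, whether the clone enters the model, and which clones are in the fit. Mir139 on chromosome 7 from 101475376 to 101475443 of GRCm38 had 0 counts in each of the 10 libraries, and its host gene Pde2a had 1 count, in clone 3 with DOX. The annotation places 100% of the Mir139 hairpin and 99.99% of the body of Pde2a inside other genes, and neither gene was used as a check of the DOX labels.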

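Of 19223 genes tested, 12 had an adjusted p under 0.05 between DOX-treated and untreated clones, 11 of them higher and 1 lower with DOX (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was reached by 3959 genes, of which 2187 were higher and 1772 lower. Of the 12 genes, 10 changed at least 2-fold, 9 of them upward. The 2 libraries of a clone deviated from their group means together: across 19223 genes, the mean Pearson's r of these deviations was 0.358 for libraries of the same clone and -0.178 for libraries of different clones. With the clone as a block, 2381 genes passed the same threshold (1356 higher and 1025 lower), and 554 of them changed at least 2-fold. All 12 genes of the fit without the block were among them. With DESeq2, the tool named in the methods of the paper, 1556 genes passed and 442 of these changed at least 2-fold. Leaving out clone 3 moved the count most, to 3981 genes, whereas it was 1 without clone 1 and 0 without clone 2, where 1283 and 1050 genes had an unadjusted p under 0.05. Of the 322 genes that the paper lists as significant in Supplementary Table 4, 282 were tested here, and 281 of these changed in the direction listed there. Across the 282 genes, the log2 fold changes had a Pearson's r of 0.970 and a Spearman's rho of 0.931 with those of the table, and genes are not independent replicates. The table comes from these same libraries and holds only genes with at least a 2-fold change. A close match was therefore fixed in advance and is no independent support. The other 40 genes of the table had fewer than 10 counts in the 6 libraries, and each has at least 95% of its body inside other genes.
Serpinb9g (ENSMUSG00000057726, chromosome 13 from 33484790 to 33496004 of GRCm38) rose most among the genes past the threshold. It had 19.7 ± 6.58 normalized CPM with DOX and 0.531 ± 0.235 without (SD, n = 3 clones), a log2 fold change of 5.21 (standard error 0.38, adjusted p = 0.00665, edgeR), with 4.99, 5.31 and 5.04 in clones 1, 2 and 3. It belongs to a family of similar genes, between which the counting could have split reads. Ssbp2 (ENSMUSG00000003992, chromosome 13 from 91460283 to 91703429) had 450.2 ± 145 normalized CPM with DOX and 33.6 ± 4.41 without (SD, n = 3 clones), a log2 fold change of 3.76 (standard error 0.26, adjusted p = 0.00665, edgeR). 4833422C13Rik overlaps the end of Ssbp2 on the opposite strand of chromosome 13 and rose by 4.51 on the log2 scale (standard error 0.49). Of 451 protein-coding genes inside genes of the opposite strand alone, 442 had 0 counts, so the counts may ignore the strand. The rise of 4833422C13Rik may therefore not be separate from that of Ssbp2. Gm29642, on chromosome 9 from 25152114 to 25175561, rose by 4.12 (standard error 0.40), and Angptl4, on chromosome 17 from 33773750 to 33781830, rose by 3.36 (standard error 0.36). The adjusted p of these 3 genes was 0.0321 (edgeR). The 1 gene that fell, Rspo3 on chromosome 10 from 29452416 to 29535867, is named after its values were seen. Its log2 fold change was -4.02 (standard error 0.42, adjusted p = 0.0321, edgeR), from 74, 64 and 54 counts without DOX to 6, 1 and 4 with DOX in clones 1, 2 and 3. With the clone as a block the adjusted p of these 6 genes lay between 0.000115 and 0.0107 (edgeR). Il1rn, which has the highest log2 fold change in Supplementary Table 4, rose by 5.07 (standard error 0.72, adjusted p = 0.0611, edgeR), and its adjusted p was 0.00336 with the clone as a block. Of the other genes at the ends of that table, Cxcr2 rose by 4.42 and Adgrg1 by 4.16, while Rragd, B4galt6 and Chpf had log2 fold changes of -1.38, -1.35 and -1.30. Their adjusted p lay between 0.0845 and 0.179, and with the clone as a block between 0.0219 and 0.0593 (edgeR).
The clones did not respond alike. The 262 genes tested here that rise in Supplementary Table 4 had a median log2 fold change of 1.57 in clone 1, 1.6 in clone 2 and 0.58 in clone 3. For the 20 genes that fall, the medians were -1.54, -1.50 and -0.43.

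**Figure D1:**
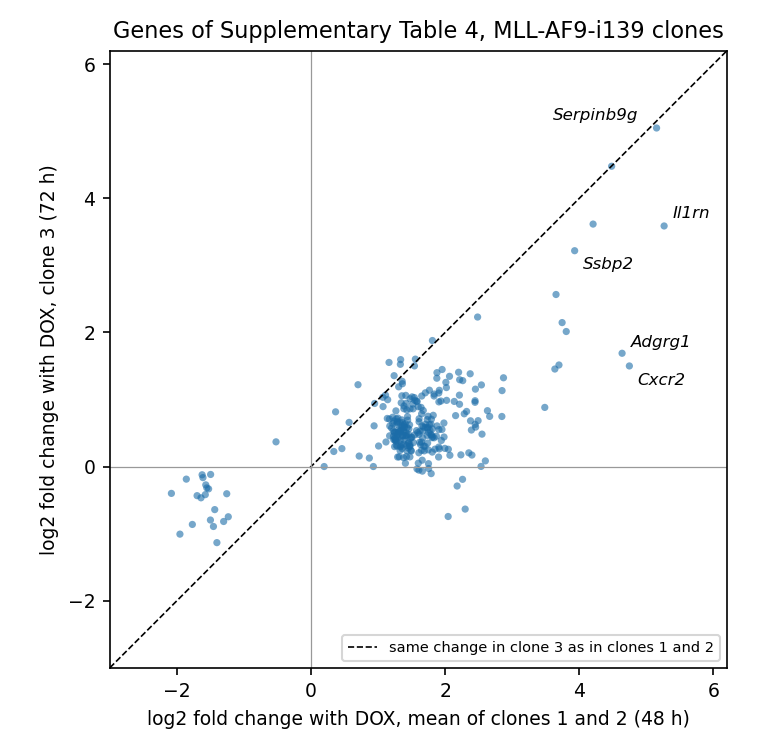
Log2 fold change with DOX in clone 3 (treated for 72 h, y axis) against the mean of clones 1 and 2 (treated for 48 h, x axis), 1 point for each of the 282 genes of Supplementary Table 4 with at least 10 counts. The dashed line marks the same change in both. Most points lie nearer to 0 on the y axis than the line, with a median of 0.58 in clone 3 for the genes that rise, while Serpinb9g (5.04 in clone 3) lies close to it.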

We established that genes that inhibit cell cycle progressions, such as *Btg2, Cdkn1a,* and *Cdkn2d*, and pro-apoptotic genes such as *Bmf*, *Dusp1*, *Rnasel*, *Trp53inp1*, *Ypel3,* and *Zc3h12a* were upregulated in DOX-treated MLL-AF9-i139 cells (Supplementary Table 4, Supplementary Fig. 2F). Furthermore, we noted that predicted *miR-139* targets such as *Eif4g2*, *Ptprt* and *Hpgd* were downregulated in *miR-139* expressing MLL-AF9 cells (Fig. 2G, Supplementary Table 4).

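Each of 8 of the upregulated genes had a higher mean with DOX and a positive log2 fold change in each of the 3 clones. Among the inhibitors of cell cycle progression, Cdkn1a (chromosome 17 from 29090976 to 29100727 of GRCm38) had 144 ± 70.7 normalized CPM with DOX and 46.3 ± 5.30 without (SD, n = 3 clones), a log2 fold change of 1.66 (standard error 0.36). Another gene covers 10.7% of its body. Btg2 (chromosome 1 from 134075170 to 134079120) had 18.5 ± 10.1 with DOX and 6.21 ± 1.56 without, a log2 fold change of 1.59 (standard error 0.45). For Cdkn2d (chromosome 9 from 21288410 to 21291407), the values were 28.9 ± 12.0 and 10.6 ± 2.23, a log2 fold change of 1.47 (standard error 0.33). Among the pro-apoptotic genes, the largest log2 fold change was that of Ypel3 (chromosome 7 from 126776955 to 126780514), at 3.15 (standard error 0.68), with 26.5 ± 19.0 normalized CPM with DOX and 3.02 ± 0.49 without. Trp53inp1 (chromosome 4 from 11156431 to 11174379) had a log2 fold change of 1.92, Dusp1 (chromosome 17 from 26505590 to 26562128) of 1.76, Bmf (chromosome 2 from 118528757 to 118549687) of 1.40 and Zc3h12a (chromosome 4 from 125118423 to 125127840) of 1.18.
The adjusted p of the 8 genes lay between 0.0955 and 0.128 over all genes tested (edgeR's quasi-likelihood test), so none passed 0.05 in the fit without the clone. With the clone as a block it lay between 0.0219 and 0.0491, and with DESeq2 between 0.000155 and 0.0232. Adjusted over a list of 11 genes that the paper names as changed in this experiment, it lay between 0.00386 and 0.00753 (edgeR). That list was called by the paper on the same experiment. In 6 of the 8 genes, each DOX-treated library lay above each untreated library, where chance gives 10% of genes in either direction and 24.9% of the 19223 genes tested had groups that do not overlap. The exceptions were Btg2 and Trp53inp1. The spread between clones came from clone 3, which had the smallest rise of the 3 clones for each of the 8 genes, between 0.21 and 0.88 on the log2 scale, against 1.44 to 3.52 in clone 1 and 1.27 to 3.45 in clone 2.

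**Figure D2:**
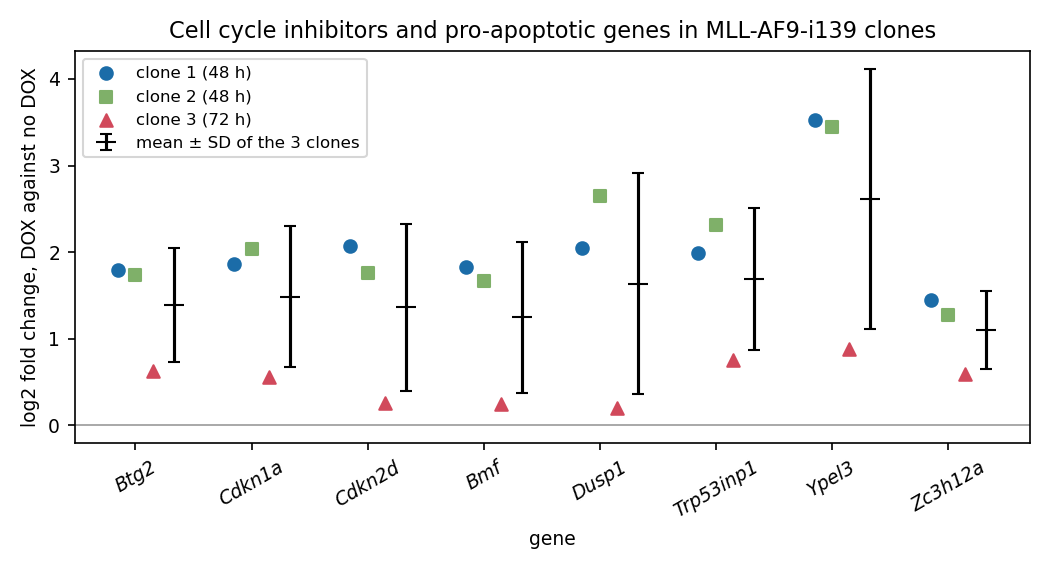
Log2 fold change (DOX against no DOX, y axis) of the 8 genes (x axis) in each MLL-AF9-i139 clone, with the mean ± SD of the 3 clones beside them. Clone 3 lies lowest for each gene, between 0.21 (Dusp1) and 0.88 (Ypel3).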

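Eif4g2 (ENSMUSG00000005610) lies on the minus strand of chromosome 7 from 111067750 to 111083030 of GRCm38. It had 625 ± 170.1 normalized CPM with DOX and 1286 ± 82.8 without (SD, n = 3 clones), a log2 fold change of -1.03 (standard error 0.18, adjusted p = 0.0865, edgeR's quasi-likelihood test). Hpgd (ENSMUSG00000031613) lies on the plus strand of chromosome 8 from 56294585 to 56321043, and other genes cover 13.6% of its body. It had 242 ± 69.9 with DOX and 522 ± 85.2 without, a log2 fold change of -1.09 (standard error 0.22, adjusted p = 0.0955, edgeR). Ptprt (ENSMUSG00000053141) lies on the minus strand of chromosome 2 from 161521990 to 162661147. It was lower expressed, with 4.10 ± 1.72 with DOX and 9.94 ± 2.83 without, a log2 fold change of -1.26 (standard error 0.33, adjusted p = 0.1201, edgeR). The body of Ptprt is 90.3 times as long as its exons, and Hpgd's is 15.7 times as long. This matters if reads in introns were counted, which the paper's text does not say. Of 680 protein-coding genes fully inside another gene without a shared exon base, 666 had 0 counts. Reads in introns may thus be part of these CPM, and the counts cannot separate them from reads in exons. With the clone as a block the adjusted p of Eif4g2 and of Hpgd was 0.0109 and that of Ptprt 0.0159 (edgeR). In each of the 3 genes, all DOX-treated libraries lay below all untreated ones. The log2 fold changes in clones 1, 2 and 3 were -1.18, -1.29 and -0.75 for Eif4g2, -1.43, -1.18 and -0.82 for Hpgd, and -1.15, -1.66 and -1.13 for Ptprt. With clone 1, 2 or 3 left out, each of the 3 genes stayed lower with DOX.
The paper starts from the predicted binding of miR-139 to these 3 genes and their lower expression after its induction. Eif4g2 was already a published target. The paper then uses a CRISPR-Cas9 screen and colony assays with single sgRNAs to ask whether MLL-AF9 cells need these genes. Its luciferase assays ask whether the genes are direct targets of miR-139.

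**Figure D3:**
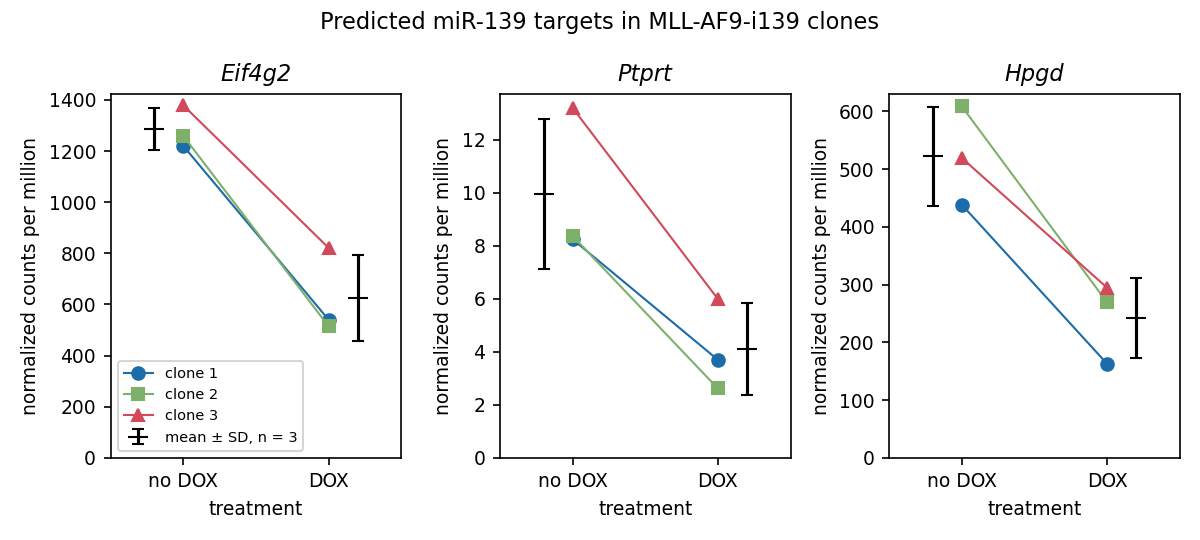
Normalized CPM (y axes, each from 0) of Eif4g2, Ptprt and Hpgd in MLL-AF9-i139 clones without and with DOX (x axes). Lines join the libraries of a clone, and the bars show the mean ± SD of the 3 clones. Each line falls, for Eif4g2 from a mean of 1286 to a mean of 625.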

Next we wanted to validate *miR-139* targets that mediate its tumor suppressor activity in MLL-AF9 cells. We performed a genome-wide CRISPR-KO screen to identify genes critical for MLL-AF9 survival or proliferation (Supplementary Fig. 2E). After 14 days, cells with sgRNAs that target such genes will be lost. Confirming the effectivity of our sgRNA screen, we found that sgRNAs targeting *Men1* (six sgRNAs), a crucial co-factor for MLL-AF9 [30], the PRC2 subunits *Eed* (three out of six sgRNAs) and *Rbbp4* (five out of six sgRNAs), *Dot1l* (five out of six sgRNAs) and *Mllt3* (four out of six sgRNAs) were lost (Fig. 2H, Supplementary Table 5). We found that MLL-AF9 cells with sgRNAs targeting *Ptprt* (three out of six) *Hpgd* (five out of six) and *Eif4g2* (five out of six) were also lost, suggesting that expression of our identified *miR-139*-targets is essential for cell survival (Fig. 2H, Supplementary Table 5). Validation experiments with single sgRNAs targeting *Hpgd*, *Eif4g2,* and *Ptprt* in colony-forming unit assays confirmed these results and showed that the depletion of these *miR-139* target genes could, at least in part, phenocopy *miR-139* expression in MLL-AF9 cells (Supplementary Fig. 2G). Furthermore, luciferase-based miRNA target validation assays confirmed that *Hpgd* and, *Eif4g2* and *Ptprt* are direct targets of *miR-139* (Supplementary Fig. 2H). Taken together, these data show that *miR-139* expression and the downregulation of *miR-139* targets inhibit MLL-AF9 leukemia.

### *Mir139* is epigenetically silenced by PRC2 in MLL-AF9 cells

We next investigated how *MIR139* expression is regulated. *MIR139* is epigenetically silenced in AML, including the THP-1 cell line that expresses MLL-AF9 [13]. We hypothesized that *Mir139* silencing by histone modifications is critical for MLL-AF9 AML. To test this, we treated MLL-AF9 and MLL-AF9-*Mir139*KO cells with Trichostatin-A (TSA) or valporic acid (VPA), which are inhibitors of class-I and II histone deacetylases. We found that MLL-AF9 cells treated with either TSA or VPA, were significantly reduced in their colony-forming capacity compared with MLL-AF9-*Mir139*KO cells (Supplementary Fig. 3A). These results suggest a role for *MIR139* epigenetic silencing in MLL-AF9 AML expansion and survival.

Next, we investigated the epigenetic landscape of *Mir139* by reanalyzing publicly available ChIP-seq data sets from mouse MLL-AF9 cells and WT HSPCs [29, 31, 32]. *Mir139* is located in intron-1 of the *Pde2a* host gene with the same orientation, downstream of the highly conserved putative *Pde2a* promoter (P). As expected, H3K4me3 peaks overlapped with P and H3K27Ac peaks overlapped with enhancer region-1 (E1) and E2 (Fig. 3A). In these genomic regions we noted two POL-II peaks: one located at the first exon of *Pde2a* and one on E2, in intron-1 of *Pde2a* (Fig. 3A). We found H3K27me3 levels, which are associated with epigenetic silencing, at P, E1, and E2 in MLL-AF9 cells (Fig. 3A). MLL-AF9 cells treated with UNC1999, a specific inhibitor of the methyltransferases EZH1 and EZH2 [29], showed decreased H3K27me3 and increased H3K27Ac levels compared to UNC2400 control inhibitor-treated cells. In addition, ChIP-seq data revealed SUZ12 binding to P, E1, and E2, which was decreased in cells treated with UNC1999 (Fig. 3A).

**Fig. 3:**
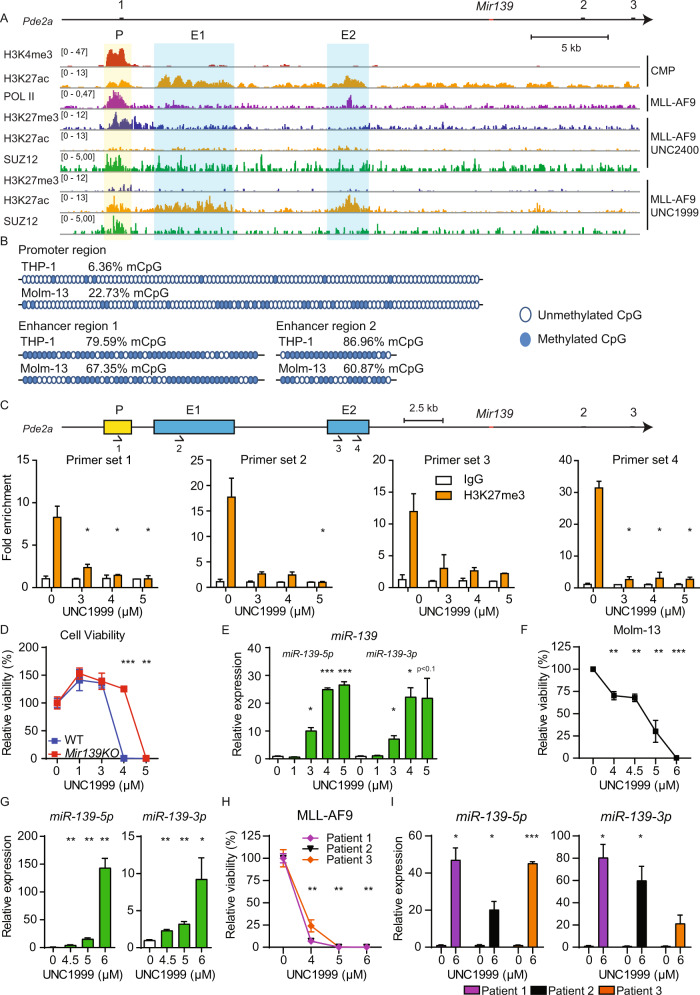
*Mir139* is epigenetically silenced by PRC2 in MLL-AF9 cells. **A** ChIP-seq reads of the *Pde2a* locus (chr7:108,596,060–108,645,660) are depicted. The top two tracks show H3K4me3 (red) and H3K27Ac (orange) enrichment in common myeloid progenitors (CMPs). The next track indicates RNA Polymerase II (POL-II) binding (purple) of MLL-AF9 cells. The next three tracks depict H3K27me3 (blue), H3K27Ac and SUZ12 (green) enrichment in MLL-AF9 cells treated with UNC2400 (inactive PRC2 inhibitor). The bottom three tracks show the same data of MLL-AF9 cells treated with UNC1999 (active PRC2 inhibitor). Scale bar indicates 5 kilobases (kb). Black bars indicate exons. **B** The methylation status of CpGs in the *PDE2A* promoter region, enhancer region 1 (E1) and E2 of THP-1 and Molm-13 cells is depicted. Closed blue circles indicate methylated CpG, open blue circles indicate unmethylated CpG. **C** Schematic overview of the *Pde2a* locus (chr7:108,596,060–108,645,660). Fold enrichment of H3K27me3 (orange) and control IgG (white) antibody binding to the indicated regions in MLL-AF9 cells treated with depicted concentrations of UNC1999 as determined by ChIP-qPCR is shown. Arrows indicate the primer sets. The scale bar indicates 2.5 kb. **D** Viability of WT or *Mir139*KO MLL-AF9 cells treated with UNC1999 relative to mock-treated WT or *Mir139*KO MLL-AF9 cells is shown. Data are representative of three experiments. **E** Expression levels of *miR-139-3p* and *miR-139-5p* in MLL-AF9 cells treated with UNC1999 relative to snRNA U6 and untreated MLL-AF9 cells are shown. Data are representative of three experiments. **F** Viability of Molm-13 cells treated with UNC1999 relative to mock-treated Molm-13 cells, is shown. Depicted data are representative of three experiments. **G** Expression levels of *miR-139-3p* and *miR-139-5p* in Molm-13 cells treated with UNC1999 relative to snRNA U6 and untreated Molm-13 cells are shown. Depicted data are representative of three experiments. **H** Viability of UNC1999-treated primary MLL-AF9 patient samples (*n* = 3) relative to untreated cells is shown. **I** Expression levels of *miR-139-5p* and *miR-139-3p* in primary MLL-AF9 patient samples (*n* = 3) treated with UNC1999 relative to snRNA U6 and untreated cells are shown. All graphs show mean ± SEM. The two-tailed unpaired student’s *t* test was used in **C**–**E** and **G**. The two-tailed paired student’s *t* test was used in **F**, **H** and **I**.

Aberrant enhancer DNA methylation is acquired during malignant transformation [33]. PRC2, a chromatin-modifying enzyme that catalyzes histone-H3 lysine 27 trimethylation, is known to have a critical role in MLL-AF9 pathogenesis [22, 23] and prefers binding to methylated DNA via AEBP2 [34]. To address the role of PRC2 in context of *MIR139*, we determined the CpG methylation status of human MLL-AF9 cell lines Molm-13 and THP-1. We observed that a small percentage of CpGs present in the *MIR139* promoter region of Molm-13 (22.73%) and THP-1 (6.36%) are methylated (Fig. 3B). Although there is a lower density of CpGs in the enhancer regions close to *MIR139*, we detected an increased percentage of methylated CpGs in E1 (67% and 79%) and E2 (60% and 87%) in Molm-13 cells and THP-1 cells, respectively (Fig. 3B).

To experimentally validate the relevance of PRC2-mediated silencing of *Mir139*, we treated MLL-AF9 cells with UNC1999 and determined cell survival compared with MLL-AF9-*Mir139*KO cells. UNC1999 activity was confirmed by reduced H3K27me3 levels at the P, E1, and E2 (Fig. 3C). We observed a decreased viability of MLL-AF9 cells compared with MLL-AF9-*Mir139*KO cells, strongly suggesting that UNC1999 treatment activates *miR-139* expression (Fig. 3D). Indeed, loss of cell viability coincided with up to 25-fold increased levels of *miR-139-5p* and up to 20-fold increased *miR-139-3p* expression (Fig. 3E). Notably, treatment of MLL-AF9 cells with UNC2400 did not upregulate *miR-139* and sustained cell viability (Supplementary Fig. 3B, C). Expression of *miR-139-5p* was not induced when WT HSPCs were treated with UNC1999 (Supplementary Fig. 3D). *Cdkn2a* is a known target of PRC2 in MLL-AF9 AML [22, 23]. In agreement, we observed a three to sixfold upregulation of *Cdkn2a* (Supplementary Fig. 3E). The expression of *Pde2a* was unaffected by UNC1999 (Supplementary Fig. 3F). This mechanism is conserved between mouse and human, because comparable results were obtained with Molm-13 (Fig. 3F, G), THP-1 (Supplementary Fig. 3G, H) and primary MLL-AF9 patient samples (Fig. 3H, I). In addition, UNC1999 treatment of a panel of AML cell lines caused decreased cell viability and increased *miR-139* expression (Supplementary Fig. 3I, J). This suggests that PRC2-mediated *MIR139* silencing may not be exclusive for MLL-AF9 AML. Taken together, these data indicate that MLL-AF9 silences *MIR139* by a PRC2-mediated mechanism.

### E1 and E2 control the expression of *Mir139*

To further investigate the role of the P, E1, and E2 in *Mir139* expression, we deleted these genomic regions in mice (Fig. 4A). We were unable to generate mice with genomic deletion of the *Pde2a* promoter, which overlaps with exon-1, suggesting that a *Pde2a* KO is embryonically lethal. In contrast, E1 and E2 deletion mutant mice were viable and developed normally. Under physiological conditions, deletion of either E1 or E2 caused a >60% reduction of *miR-139-5p* expression, a 40–50% reduction of *miR-139-3p* expression in WT HSPCs and a 70–80% reduction of *Pde2a* expression (Fig. 4B, C). Next, we investigated whether E1 and E2 are involved in *Mir139* silencing in MLL-AF9 cells. Therefore, we generated MLL-AF9-E1KO and MLL-AF9-E2KO cells. Similar to MLL-AF9 cells, these cells were positive for GR-1, CD11b, CD16/32, c-Kit, and negative for CD3 (Fig. 4D). Next, we treated these cells with UNC1999 and noted reduced cell death of MLL-AF9-E1KO and MLL-AF9-E2KO cells compared to MLL-AF9 cells, suggesting that the *miR-139* induction is affected (Fig. 4E). Indeed, we found that upon UNC1999 treatment, *miR-139-5p* and *miR-139-3p* were not upregulated in MLL-AF9-E1KO cells (Fig. 4F). Notably, *Pde2a* expression was not affected in UNC1999-treated MLL-AF9-E1KO cells (Fig. 4G). MLL-AF9-E2KO cells showed a significantly reduced *miR-139-5p* and *miR-139-3p* induction, which coincided with slightly reduced *Pde2a* levels with 5 µM UNC1999 (Fig. 4F, G). Together, these data indicate that both E1 and E2 regions control *Mir139* expression in AML.

**Fig. 4:**
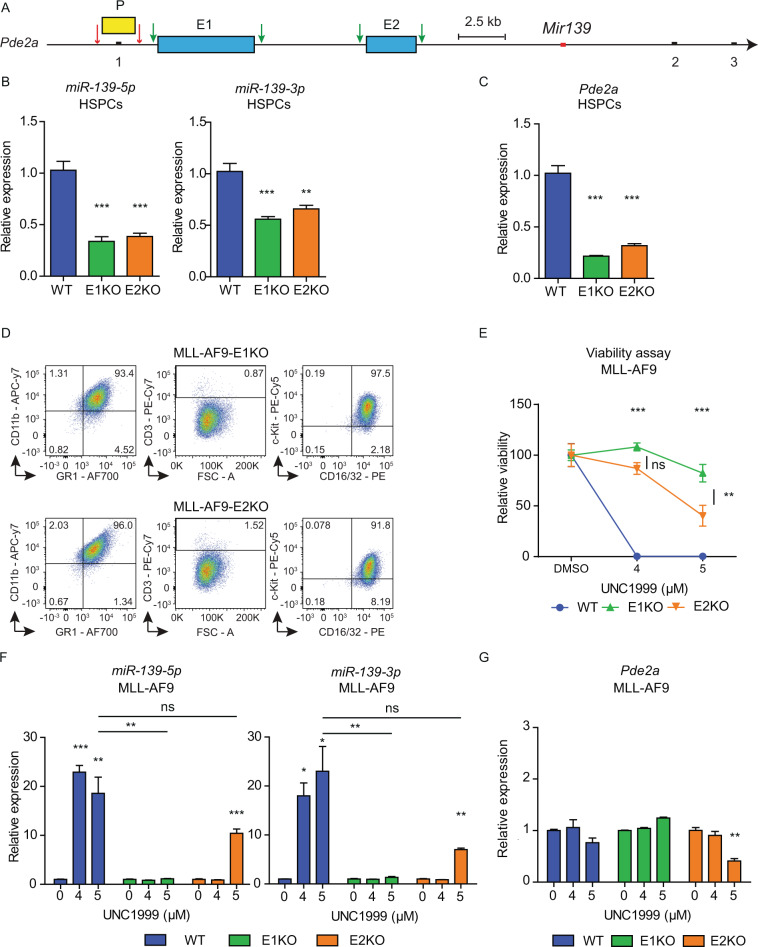
E1 and E2 are both critical for the transcriptional regulation of *Mir139*. **A** Schematic representation of CRISPR-Cas9 KO strategy to generate PKO, E1KO, and E2KO mice. Red arrows indicate sgRNAs targeting the promoter region and exon-1 of *Pde2a*. Green arrows indicate sgRNAs targeting E1 and E2. The first three exons of *Pde2a* (black bars) are indicated with numbers 1, 2, and 3. The *Mir139* encoding sequence is depicted in red. The scale bar indicates 2.5 kb. **B** Expression levels of *miR-139-3p* and *miR-139-5p* in Enhancer 1 KO (E1KO) and E2KO HSPCs relative to snRNA U6 and WT HSPCs are shown **C**. Expression of *Pde2a* relative to *Gapdh* and to WT HSPCs, in E1KO and E2KO HSPCs isolated from three mice per condition is shown. **D** Flow cytometric analysis of surface marker expression of MLL-AF9-E1KO and MLL-AF9-E2KO cells stained for myeloid lineage markers CD11b, CD16/32, c-Kit, GR-1, and lymphoid lineage marker CD3. **E** Viability of MLL-AF9 WT, E1KO, and E2KO MLL-AF9 cells treated with indicated concentrations of UNC1999 relative to the mock-treated condition cells is shown. The ANOVA analysis with Bonferroni correction was used for statistical analysis. *In top of graph: comparisons of E1KO and E2KO with WT. Presented data are representative of three independent experiments. **F** Expression levels of *miR-139-3p* and *miR-139-5p* in WT, E1KO, and E2KO MLL-AF9 cells treated with indicated concentrations of UNC1999 relative to snRNA U6 and mock-treated cells are shown. Depicted data are representative of three experiments. **G** Expression of *Pde2a* in WT, E1KO, and E2KO MLL-AF9 cells, treated with indicated concentrations of UNC1999 relative to *Gapdh* and mock-treated cells is shown. Depicted data are representative of three experiments. The two-tailed unpaired student’s *t* test with Welch’s correction was used for statistical analysis in **B**–**F** and **G**. All graphs indicate mean ± SEM.

### POLR2M silences *MIR139* in MLL-AF9 cells

To identify novel factors that are involved in transcriptional silencing of *Mir139* in MLL-AF9 cells, we performed a genome-wide CRISPR-KO screen [35]. We used MLL-AF9-*Mir139*KO cells as a reference, which allowed for screening of factors that specifically silence *Mir139* transcription. We expected that inactivation of genes encoding for factors responsible for *Mir139* silencing would upregulate *miR-139* expression and induce apoptosis in MLL-AF9 cells, but not in MLL-AF9-*Mir139*KO cells (Fig. 5A). We selected all sgRNAs with 10 or more reads in MLL-AF9 cells and MLL-AF9-*Mir139*KO cells (MLL-AF9-WT + MLL-AF9-*Mir139*KO ≥ 10) after 14 days of incubation (Fig. 5B). We reasoned that a higher number of sgRNAs lost per gene will increase the chance that these genes are relevant for *Mir139* regulation. According to our analysis of control sgRNAs, the chance that a loss of five sgRNAs or more per gene is an artifact is >0.0016%. Out of the genes shown in Fig. 5B, we identified only 16 genes targeted by 5–6 sgRNAs that were significantly reduced by ≥ 10 fold in MLL-AF9 cells compared with MLL-AF9-*Mir139*KO cells (Supplementary Fig. 4A, Supplementary Table 6). Among these 16 genes, RNA Polymerase 2 Subunit M (*Polr2m*), involved in stable transcriptional pausing of POL-II [36–38], was the only negative transcriptional regulator and was selected for further validation (Fig. 5C). CRISPR-Cas9-mediated KO of *Polr2m* reduced colony outgrowth and cell viability of MLL-AF9 cells compared with MLL-AF9-139-KO cells (Fig. 5D). In agreement, POLR2M depletion reduced the viability of Molm-13 cells and primary MLL-AF9 cells from patients (Fig. 5E). Furthermore, sgRNA-mediated targeting of *POLR2M* caused an increase of *pri-miR-139* and mature *miR-139* expression in Molm-13 cells and in primary MLL-AF9 patient samples compared with control sgRNA treated cells (Fig. 5F, Supplementary Fig. 4B, C). In these experiments, *Pde2a* expression was not affected by *Polr2m* depletion (Supplementary Fig. 4D). These results were confirmed in various human AML cell lines with different oncogenic aberrations (Fig. 5G, Supplementary Fig. 4D). Collectively, these data suggest that POLR2M is a silencing factor of *MIR139* downstream of PRC2, an oncogenic mechanism that may not be exclusive for MLL-AF9 AML.

**Fig. 5:**
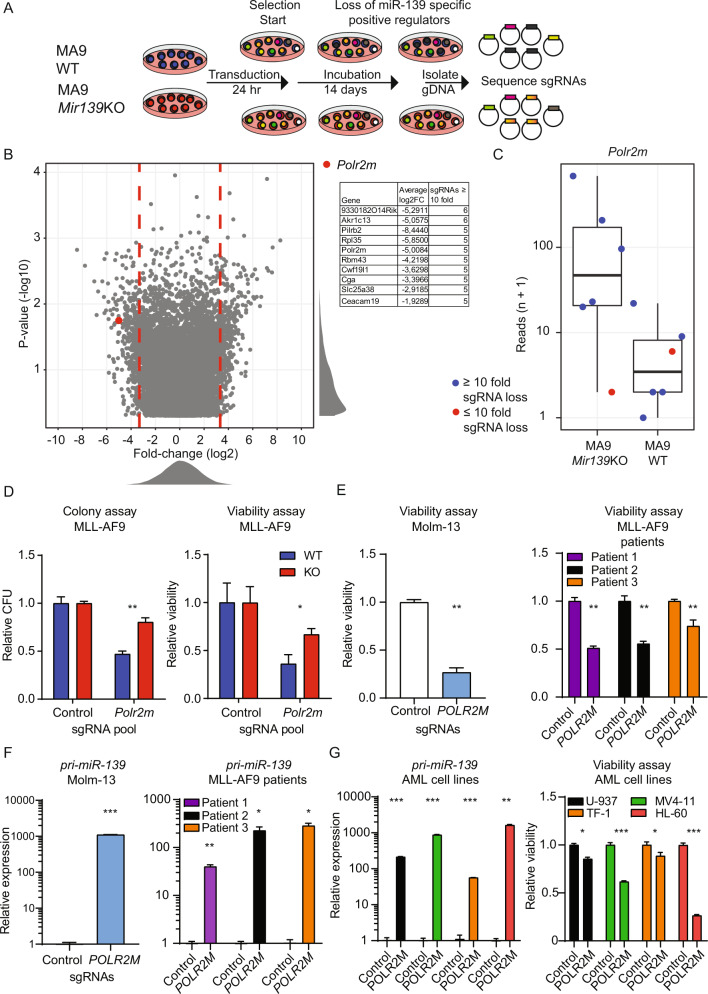
POLR2M silences *Mir139* in MLL-AF9 cells. **A** Schematic overview of the sgRNA library screen with MLL-AF9 WT (MA9 WT) and MLL-AF9 *Mir139*KO (MA9 *Mir139*KO) cells. **B** Volcano plot showing –log10 *P* value (*Y* axis) and average log2 fold change (*X* axis) of all targeted genes in MLL-AF9 WT relative to MLL-AF9-*Mir139*KO 14 days post transduction. The red closed circle indicates *Polr2m*. Red dashed lines indicate a fold change of ±10. Top 10 of enriched genes are shown. **C** Boxplots showing the reads (*n* + 1) of six sgRNAs targeting *Polr2m* in MA9 WT and MA9 *Mir139*KO cells. The order of the sgRNAs in the MA9 *Mir139*KO sample corresponds to the same sgRNAs in the MA9 WT sample. Blue circles indicate a loss of ≥10 fold per sgRNA, while red circles indicate a loss of ≤10 fold of the sgRNA. **D** MLL-AF9 cells and MLL-AF9 *Mir139*KO cells were transduced with three viruses expressing sgRNAs targeting *Polr2m* or three viruses expressing control sgRNAs. The left panel shows the colony-forming units (CFU) of *Polr2m*-targeted MLL-AF9 cells relative to MLL-AF9 *Mir139*KO cells. The right panel shows the viability of *Polr2m*-targeted MLL-AF9 cells relative to MLL-AF9 *Mir139*KO cells (*Y* axis). The two-tailed unpaired student’s *t* test with Welch’s correction was used for statistical analysis. The graphs are representative of three independent experiments. **E** Viability of *POLR2M*-targeted Molm-13 cells (left panel) or primary MLL-AF9 patient samples (right panel) relative to control targeted cells. The two-tailed paired student’s *t* test was used for the statistical analysis. Data are representative of two/three experiments. **F** Expression levels of pri-*miR-139* in *POLR2M*-targeted Molm-13 cells (left panel) or primary MLL-AF9 patient samples (right panel) relative to control targeted cells. The two-tailed unpaired student’s *t* test with Welch’s correction was used for statistical analysis. The graphs are representative of two/three independent experiments. **G** Expression levels of pri-*miR-139* in *POLR2M*-targeted U937, MV4-11, TF-1, or HL-60 cells relative to control targeted cells (left panel). Viability of *POLR2M*-targeted U937, MV4-11, TF-1, or HL-60 cells relative to control targeted cells (right panel). The two-tailed unpaired student’s *t* test with Welch’s correction was used for statistical analysis. The graphs are representative of two independent experiments. All graphs are depicted as mean ± SEM.

### POLR2M binds to E1, E2, and the transcriptional start site of *MIR139*

Because POLR2M binds to POL-II to mediate stable transcriptional pausing [36–38], we hypothesized that POLR2M is bound at the POL-II interaction sites within the *MIR139* locus. We used publicly available data sets to determine enrichment of H3K4me3, H3K27Ac, H3K4me1, and POL-II binding on E1, E2, and P regions (Supplementary Fig. 5). In our analysis, we included a previously identified *MIR139* transcriptional start site (TSS) [15] downstream of E2 (Fig. 6A). ChIP-qPCR experiments with chromatin isolated from Molm-13 cells showed significant enrichment of POL-II at P, E1, and E2 regions and the TSS downstream of E2 (Fig. 6B). We observed POLR2M interactions with E1, E2, and the TSS downstream of E2, whereas this was not observed at P (Fig. 6C). Treatment of Molm-13 cells with UNC1999 abrogated POLR2M binding to E1 and E2, but not to the TSS downstream of E2 (Fig. 6D). In UNC1999-treated Molm-13 cells we found strong induction of transcripts originating from the TSS, which was minor at E1 or E2 (Fig. 6E). These data suggest that E1 and E2 in UNC1999-treated cells, strongly induces the transcription by direct interaction with the downstream TSS of *MIR139* (Supplementary Fig. 5B). Taken together, these data indicate that POLR2M-binding to E1 and E2 silences the transcription of *MIR139* at the TSS downstream of PRC2 in MLL-AF9 AML, which is also illustrated in our model (Fig. 7).

**Fig. 6:**
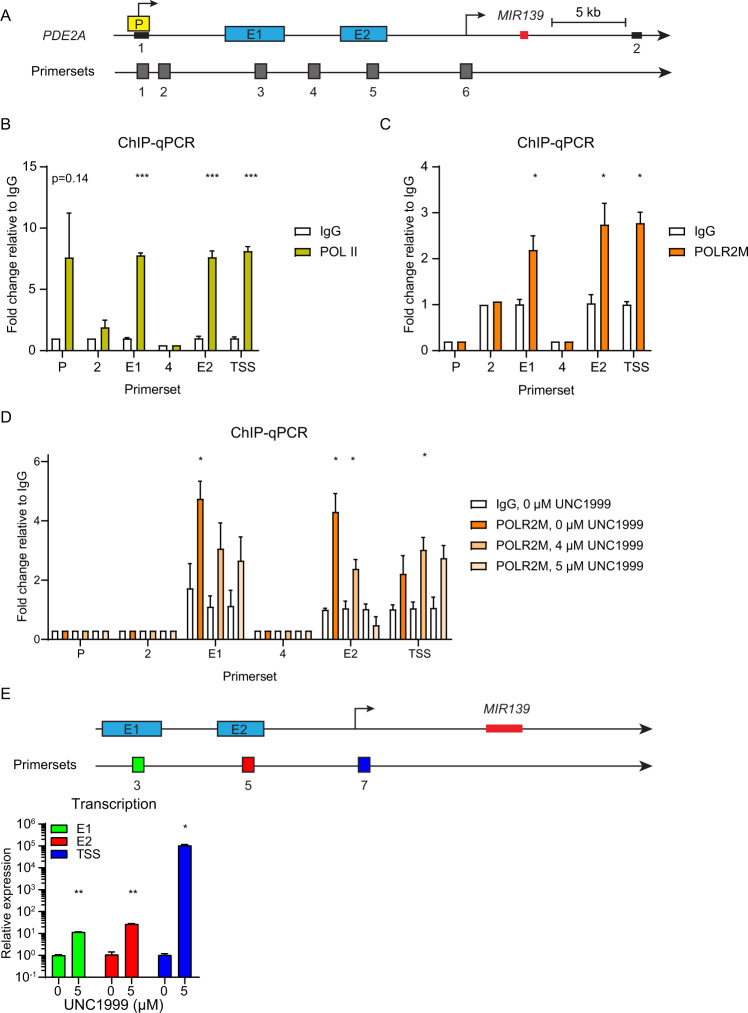
POLR2M binds to E1, E2, and the TSS. **A** Schematic representation of the *PDE2A* locus (chr11:72,605,000–72,644,500) with the indicated promoter (P, yellow) and enhancer (E1 or E2, blue) regions and transcriptional start sites (arrows). The first two exons of *PDE2A* are depicted with a black horizontal bar. The *MIR139* encoding sequence is depicted in red. The location of the primer sets with the respective numbers used for the experiments in this figure is depicted in gray. **B**, **C** Fold enrichment of POL-II (yellow) and POLR2M (orange) on the depicted loci relative to IgG (white) as determined by ChIP-qPCR in Molm-13 cells are shown. Data are representative of three experiments. **D** Same as **B** and **C**, except that Molm-13 cells were treated with indicated concentrations of UNC1999 (different shades of orange). Data are representative of two independent experiments. **E** Schematic overview of the *MIR139* locus. The primer sets to detect transcripts coming from E1 (green), E2 (red), and TSS (blue) are shown. The relative expression of transcripts in UNC1999-treated Molm-13-treated cells is shown below. The two-tailed unpaired student’s *t* test with Welch’s correction was used for statistical analysis in **B**–**E**. Data are representative of three experiments. All graphs are depicted as mean ± SEM.

**Fig. 7:**
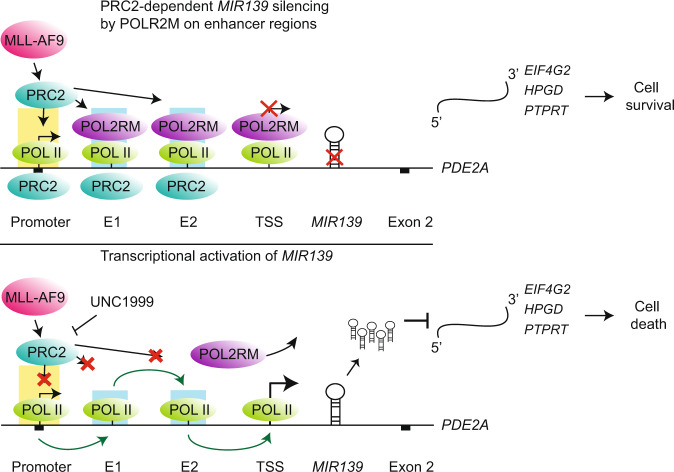
Schematic illustration of the model. In the top panel, the *MIR139* silencing mechanism in MLL-AF9 AML is shown. MLL-AF9 recruits PRC2 to the promoter, E1, E2, and the TSS of the *PDE2A* locus. POLR2M is recruited to E1, E2, and the TSS. POLR2M silences the transcription of *MIR139*, while the transcription of the host gene is unaffected. In the bottom panel, the mechanism of transcriptional activation by PRC2 inhibition and POLR2M depletion is shown. POLR2M depletion and PRC2 inhibition by UNC1999, which abrogates POLR2M interaction with the enhancers, results in transcription of *MIR139*. Increased *miR-139* levels results in downregulation of *EIF4G2*, *PTPRT,* and *HPGD* and lead to cell death of MLL-AF9 cells.

## Discussion

Our study has revealed key aspects of the molecular regulation of the tumor suppressor *MIR139* in MLL-AF9 leukemia. We describe that expression of *miR-139* in MLL-AF9 cells caused apoptosis, abolished colony formation in vitro, and inhibited MLL-AF9 leukemia in vivo. Besides the previously published target *Eif4g2* [13], we identified *Hpgd* and *Ptprt* as novel *miR-139*-controlled targets of which depletion in MLL-AF9 AML at least in part phenocopied *miR-139* expression. Our data suggest a mechanism of *MIR139* silencing in MLL-AF9 AML in which PRC2 activity and recruitment of POLR2M at the E1, E2 inhibit *MIR139* expression to promote oncogenesis (Fig. 7).

There is emerging evidence that *MIR139* is a tumor suppressor in various types of solid cancer [15, 39] and leukemia [12–14]. *Eif4g2* is a target of *miR-139-5p* in AML [13], which is confirmed in our study. The RNA-binding protein *Elavl1* is commonly found as a target for *miR-139-3p* in solid cancer [39] and upon ICL-induced stress in HSPCs [12]. In the present study however, *Elavl1* is not differentially expressed between HSPCs and MLL-AF9 cells and when *miR-139* expression is induced in MLL-AF9-139 cells. This suggests that *miR-139* dependent target regulation is cell type- and context-dependent, which has been previously observed for other miRNAs and cell types [40–42].

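For the comparison of MLL-AF9-i139 clones with and without DOX, Elavl1 (ENSMUSG00000040028, chromosome 8 from 4285382 to 4325413 of GRCm38) had 213 ± 13.1 normalized CPM with DOX and 238 ± 3.49 without (SD, n = 3 clones). The log2 fold change was -0.15 (standard error 0.09, adjusted p = 0.375, edgeR's quasi-likelihood test), with -0.21, -0.23 and -0.05 in clones 1, 2 and 3, and with the clone as a block the adjusted p was 0.238 (edgeR). In the longest 3′ UTR of Elavl1 in the annotation, 4218 nucleotides, there is no match to positions 2 to 8 of miR-139-5p or miR-139-3p. It holds 2 matches to positions 2 to 7 of miR-139-3p followed by an A. The comparison with HSPCs was not analysed here.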

PRC2-mediated repression of tumor suppressor genes, including *Cdkn2a* (p16^INK4A^), *Cdkn2b* (p15^INK4B^), *Gata2* and *Egr1*, is a critical event in MLL-AF9 AML [22, 23, 43]. We provide evidence that *Mir139* is a tumor suppressor that is targeted by PRC2 downstream of MLL-AF9. First, MLL-AF9 expression in HSPCs caused strong repression of *Mir139* via PRC2. This is a critical step in oncogenic transformation as we demonstrated that *miR-139* induction in MLL-AF9 cells caused apoptosis, loss of colony-forming capacity and inhibition of leukemogenesis in mice. We found that escaping AML cells in the DOX-treated mice have a *miR-139* upregulation of only less than eightfold due to unknown reasons, in contrast to the 50-100-fold upregulation as found in vitro experiments. Apparently, an eightfold induction of *miR-139* is not sufficient to cause apoptosis in the transplanted AML cells, allowing this aberrant sub-clone to give rise to full-blown leukemia. Second, genetic *Mir139* deletion partly rescued the oncolytic effect of PRC2 inhibition in MLL-AF9 cells. Notably, the enhanced expansion capacity of MLL-AF9-*Mir139*KO cells compared with MLL-AF9 cells indicate that complete loss of *Mir139* is a selective advantage for leukemia outgrowth in vitro. These results explain clinical data showing that AML patients with the lowest *miR-139* expression levels have a poor prognosis [13]. Third, inhibition of methyltransferases EZH1 and EZH2 by UNC1999 greatly induced *miR-139* expression in MLL-AF9 AML patient samples and other subtypes of AML, demonstrating direct silencing of *Mir139* by PRC2 in AML, which is in agreement with previous findings in solid cancers [44, 45]. This suggests that the PRC2-mediated *MIR139* silencing is a general mechanism in cancer and may be a key event in oncogenesis. Fourth, we identified *Eif4g2*, *Ptprt*, and *Hpgd* as *miR-139* targets, which are involved in MLL-AF9 cell survival. Deregulation of these three genes by mutation, disruption of miRNA-mediated regulation or genomic aberrations are frequently found in different types of cancer [13, 46–50]. Increased expression of *Eif4g2*, caused by *MIR139* silencing, enhances protein synthesis [46], which is essential for the proliferation of AML cells [13]. *Ptprt* controls JAK/STAT signaling by dephosphorylation of STAT3, which is frequently dysregulated in human cancer, including AML [51, 52]. The expression and phosphorylation of STAT3 beta (STAT3β), which is an isoform of STAT3 has tumor-suppressive activities in MLL-AF9 AML [53]. Therefore, as a result of *MIR139* silencing, STAT3β phosphorylation is potentially decreased, thereby contributing to MLL-AF9 oncogenesis. HPGD is an enzyme that converts PGE2 to 15-keto-PGE2 and has been associated with epithelial-to-mesenchymal transition and poor survival of patients with breast cancer and lung cancer [46, 54]. Furthermore, our proteomics data demonstrate HPGD as the most upregulated protein in MLL-AF9 cells compared with WT HSPCs, suggesting that PGE2 conversion by HPGD contributes to MLL-AF9 oncogenesis. At last, we further demonstrate that *miR-139* expression in MLL-AF9-i139 cells induces loss of colony-forming capacity and apoptosis. Our gene expression data show that genes that inhibit cell cycle progression, such as *Btg2* [55]*, Cdkn1a* [56], and *Cdkn2d* [57], and genes that promote apoptosis such as *Bmf* [58], *Dusp1* [59], *Rnasel* [60], *Trp53inp1* [61], *Ypel3* [62], and *Zc3h12a* [63] are upregulated upon *miR-139* expression and may explain this phenotype. Taken together, we conclude that *MIR139* is silenced via PRC2 and that this silencing mechanism induces different pathways via *miR-139* targets that contribute to cell survival and MLL-AF9 leukemogenesis.

Our data indicate that *Mir139* silencing is independent of the transcriptional regulation of *Pde2a*. This may be explained by the high percentage of methylated CpGs within E1 and E2 in MLL-AF9 cells, whereas the upstream promoter region is relatively less methylated. PRC2 prefers binding to methylated DNA via AEBP2 [34]. Accordingly, CpGs in the genomic regions overlapping with the POL-II binding sites in E1 and E2 were methylated in Molm-13 and THP-1 cells. In addition, we found that both enhancers are essential for PRC2-mediated *Mir139* silencing in MLL-AF9 cells. Thus, CpG methylation at these enhancers may be involved in the selective repression of *Mir139*, leaving the *Pde2a* host gene expression intact.

We found that *Pde2a* expression and intron-1 splicing did not result in *miR-139* expression in MLL-AF9 cells. These data suggest that in MLL-AF9 cells *pri-miR-139* is degraded. We did not observe *miR-139* induction upon PRC2 inhibition in MLL-AF9-E1KO cells and a reduced *miR-139* induction in MLL-AF9-E2KO, suggesting that factors involved in *miR-139* stability and processing may be recruited to the enhancers. Enhancer regions may play critical roles in the transcriptional regulation of miRNAs in cancer [64]. A recent study showed that DROSHA and DGCR8 interact with super-enhancer regions and boost miRNA production [65]. In agreement with these studies, our data suggest a mechanism in which the RNA-processing machinery is directly coupled to enhancer-mediated transcription of *MIR139*. This interaction may occur under cellular stress conditions resulting in increased *miR-139* expression and cell death to prevent oncogenic transformation.

POL-II is the key factor responsible for the transcription of miRNAs [66]. Although stable paused transcription seems a logical downstream consequence of PcG-mediated gene silencing [67], the factors involved in the molecular mechanism of PRC2-mediated transcriptional pausing remained unknown. We found that POLR2M is recruited in a PRC2-dependent fashion to E1 and E2 to silence *MIR139* expression. POLR2M interacts with the POL-II complex to pause transcription [38, 68, 69]. Promoter-proximal pausing of POL-II at TSSs has been correlated with H3K27me3 and PcG-silenced genes [70–72]. Paused POL-II complexes have also been found at enhancer regions [73]. Together, our study indicates that POLR2M interacts with E1 and E2 and silences *MIR139* expression in MLL-AF9.

Our data demonstrate in different ways that POLR2M is a direct silencer of *MIR139* in AML. First, *POLR2M* depletion in MLL-AF9 patient samples and human AML cell lines induced the expression of *pri-miR-139*. Although the levels of the mature *miR-139-5p* and *miR-139-3p* are low compared with experiments with UNC1999-mediated repression of PRC2, this could be explained by the fact that the CRISPR-Cas9-mediated depletion of *POLR2M* by lentiviral transduction is an asynchronous process. This causes a heterogeneous induction of *MIR139* expression and subsequent cell death, thereby underestimating *miR-139* levels. Second, *POLR2M*-depleted MLL-AF9 cells were lost in our CRISPR-Cas9 screen and validation experiments, whereas *POLR2M*-depleted MLL-AF9-*Mir139*KO cells survived, indicating that POLR2M-controlled survival is specifically mediated by the silencing of *MIR139*. Third, we showed that POLR2M is bound to the E1 and E2 regions and TSS of *MIR139*. Depletion of *POLR2M* at these loci was observed as a result of UNC1999-mediated inhibition of PRC2 and coincides with induction of *miR-139* expression and cell death.

In conclusion, we have identified key molecular mechanisms that control tumor suppressor *MIR139* in MLL-AF9 leukemia and report functionally relevant targets of *miR-139-*mediated cell death of MLL-AF9 cells. Furthermore, our findings reveal a PRC2-dependent POLR2M-mediated silencing mechanism of the *MIR139* tumor suppressor in MLL-AF9 leukemia. The specific interaction of POLR2M with the POL-II complex is essential for transcriptional inhibition [74]. Therefore, POLR2M would be interesting for therapeutic targeting, for instance by molecularly interfering with the interaction with POL-II, thereby activating *MIR139* expression and eliminating AML. Together, our findings highlight the importance of POLR2M-mediated silencing of *MIR139* in MLL-AF9 AML.

## Supplementary information

Supplementary Information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

## Data Availability

The NGS data generated in this paper is available from the GEO database with the following identifiers. GSE160404: RNA-seq of WT HSPCs, *Mir139*KO HSPCs and MLL-AF9 cells GSE160405: RNA-seq of MLL-AF9-i139 cells treated with and without DOX GSE160403: DNA-seq of MLL-AF9 WT and MLL-AF9 *Mir139*KO cells transduced with LentiCRISPRv2 GeCKOv2 sgRNA library. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the identifier PXD022488.

# Supplementary material for: The tumor suppressor MIR139 is silenced by POLR2M to promote AML oncogenesis
**Source:** Leukemia. 2021 Nov 5;36(3):687–700. doi: 10.1038/s41375-021-01461-5
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Methods**

**In vitro transcription of gRNAs**

All gRNAs (Supplementary Table 1) were designed according to the protocol of TrueCut Cas9 Protein v2 (A36499, Thermo Fisher Scientific). Subsequently, the DNA templates encoding the gRNAs are transcribed by the RNAMaxx High Yield Transcription Kit (200339, Agilent Technologies) according to manufacturer’s protocols. The quality and the size of the generated gRNAs was analyzed using the Agilent 2100 Bioanalyzer with a RNA6000 nano assay.

**Construction of lentiviral vectors**

DNA oligonucleotides containing sgRNA sequences (Integrated DNA Technologies) were annealed and cloned into LentiCRISPRv2 (Addgene #52961) as described previously ^1^. All oligonucleotides used are listed in Supplementary Table 1. The DOX inducible *miR-139* vector (pCW- i139) was generated by amplifying the *Mir139* gene with 200 bp flanking sequences using primers mmumiR139FW and mmumiR139RV listed in Supplementary Table 1. The DOX inducible eGFP vector (pCW-ieGFP) was generated by amplifying eGFP from pMSCV-IRES-eGFP using primers eGFPFW and eGFPRV listed in Supplementary Table 1. The amplicons were cloned into pENTR-D-TOPO (K243520, Thermo Fischer Scientific) according to manufacturer’s protocols and subsequently cloned into pCW57.1 (Addgene, 41393) by using Gateway LR Clonase II (11791020, Invitrogen) according to manufacturer’s protocol.

**Virus production**

Human embryonal kidney cells (HEK293FT, Thermo Fisher Scientific) or BOSC23 human kidney cells (a kind gift of the Dr. D.G Tenen lab) were cultured in Dulbecco’s Modified Eagle Medium (DMEM), supplemented with P/S (100 U/mL), Heat-Inactivated (HI) FBS (10%) (10270106, Thermo Fisher Scientific) and L-Glutamine (2 mM; 25030-024, Gibco Technologies). For the production of MSCV-MLL-AF9 viruses, HEK293FT cells were co-transfected with pCL-Eco and pMSCV neo-MLL-AF9 using Fugene 6 (E2691, Promega) or Lipofectamine 2000 (11668019, Thermo Fischer Scientific) according to manufacturer’s protocols. For the production of MSCV-MLL-AF9-GFP viruses, BOSC23 cells were transfected with pMSCV-MLL-AF9-GFP ^2^ using Lipofectamine 2000 (11668019, Thermo Fischer Scientific) according to manufacturer’s protocols. For lentivirus production, HEK293FT cells were co-transfected with lentiCRISPRv2 (Addgene, #52961), or pCW-*miR-139*, pVSVg (Addgene, #8454) and psPAX2 (Addgene, #12260) using Fugene 6. The Mouse CRISPR Gecko v2 pooled library (Addgene, #1000000052) was amplified and lentivirus was generated according to protocols ^1^. Culture supernatant containing retro- or lentiviruses were filtered (45µm) 48 hours post-transfection and subsequently used for transduction.

**Generation of MLL-AF9 and MLL-AF9-i139 cells**

HSPCs were isolated from femur and tibiae from WT, *Mir139*KO, E1KO or E2KO C57BL/6 mice (8 – 20 wks) using the BD Mouse Hematopoietic Progenitor (Stem) Cell Enrichment Set (cat 558451, Becton Dickinson). HPSCs were expanded in StemPro-34 SFM (Thermo Fisher Scientific, 10639011) supplemented with Interleukin (IL)-3 (1:1000 supernatant), IL-6 (10 ng/mL; SRP3330 Sigma Aldrich), Granulocyte-Macrophage Colony-Stimulating Factor (GM-CSF) (10 ng/mL; CYT-222, Prospec Ltd) Stem Cell Factor (SCF) (20 ng/mL; 5223SF, Cell Signaling Technology) and Penicillin-Streptomycin (P/S) (100U/mL; 15140163, Thermo Fisher Scientific) overnight and transduced with MSCV-MLL-AF9-neo or MSCV-MLL-AF9-puro retroviruses ^3^ using RetroNectin (T100A, Takara) according to manufacturer’s protocol. Transduced cells were selected with Neomycin (800µg/mL; 10131035, Thermo Fisher Scientific) or Puromycin (1µg/mL; P8833-25MG). After at least two re-platings in MethoCult (M3231, Stem Cell Technologies), MLL-AF9 cells were further expanded in Iscove’s Modified Dulbecco’ Media (IMDM) (12440053, Thermo Fisher Scientific), supplemented with P/S (100 U/mL), FBS (10%) (S181G-500, Biowest), IL-3 (1:1000 supernatant), IL-6 (10 ng/mL), GM-CSF (10 ng/mL) and SCF (20 ng/mL). For the generation of DOX-inducible *miR-139* cells (MLL-AF9-i139), MLL-AF9 cells were transduced with Babe-tetR-KRAB-Hygro retroviruses^4^ with RetroNectin according to manufacturer’s protocol and selected on Hygromicin B (0.8 mg/mL; 10687010, Thermo Fisher Scientific) for two weeks. Next, selected cells were lentivirally transduced with CW-*miR-139* viruses by spinfection (centrifugation of MLL-AF9-tetR-KRAB-Hygro cells at 800xg for 99 minutes at 37°C) and incubated in expansion medium and plated in MetchoCult with Puromycin (1 µg/mL; P8833, Sigma Aldrich) for 24 hours. To generate MLL-AF9-i139 cells, individual clones were picked and further expanded for experiments.

**Generation of MLL-AF9-GFP-TetR-KRAB-i139 chimeric mice**

BM cells were isolated from Pep boy B6 (CD45.1) mice and Lin- cKit+ Sca-1+ (LSK) cells were sorted using Influx instrument (BD Biosciences, San Jose, CA, USA). LSKs were cultured in StemSpam™ Serum-Free Expansion Medium (SFEM) (09650, StemCell Technologies) supplemented with IL-3 (10 ng/ml, 213-13, Peprotech), IL-6 (10 ng/mL, 216-16, Peprotech), TPO (25 ng/ml, 315-14, Peprotech), SCF (50 ng/mL, 250-03, Peprotech), FLT-3 ligand (50ng/mL, 250-31L, Peprotech). Subsequently, LSKs were retrovirally transduced with MSCV-MLL-AF9-GFP and this was repeated 24 hours post-transduction. After 48 hours, the percentage of transduced GFP^+^ MLL-AF9 cells was determined by flow cytometry. In total, 1000 MLL-AF9 GFP^+^ cells were transplanted via tail-vein injection into lethally-irradiated congenic mice (C57BL/6 CD45.2) together with 5x10^5^ BM support cells (C57BL/6 CD45.2). Recipient mice developed leukemia 4-5 weeks after transplantation.

Spleens were isolated from MLL-AF9 leukemic mice and cultured in StemSpam SFEM in the presence of IL-3 (10 ng/mL), IL-6 (10 ng/mL), and SCF (20 ng/mL). MLL-AF9-GFP cells were transduced with pBabe-TetR-KRAB retroviruses for two consecutive days, followed by a transduction with CW-*miR-139* lentiviruses the day after. After 48 hours, MLL-AF9 cells were seeded in semi-solid medium (M3231, StemCell Technologies) supplemented with IL-3 (10 ng/mL), IL-6 (10 ng/mL), and SCF (20 ng/mL), Puromycin (5 µg/mL, ant-pr-1, Invitrogen) and Hygromycin B (1.2 mg/mL, H3274, Sigma Aldrich). After 10 days, individual colonies were picked, and cell suspensions were replated in semi-solid medium supplemented with IL-3 (10 ng/mL), IL-6 (10 ng/mL), and SCF (20 ng/mL), Puromycin (5 µg/mL) and Hygromycin B (1.2 mg/mL) in the presence or absence of Doxycycline (5 µg/mL, D9891-10G, Sigma-Aldrich). DOX-responsive MLL-AF9-GFP-TetR-KRAB-i139 clones were harvested and transplanted into sublethally irradiated congenic mice (CD45.2) by tail vein injection. Recipient mice were sacrificed when moribund and BM cells and splenocytes were harvested and expanded *in vitro*. In total, 1 x 10^4^ MLL-AF9-GFP-TetR-KRAB-i139 splenocytes were retransplanted into sublethally irradiated recipients (CD45.2). Half of the recipient mice received doxycycline (4 mg/kg) in the drinking water supplemented with sucrose (10 g/L). Leukemic mice were sacrificed when moribund, and leukemia was confirmed by flow cytometry.

**Genome wide CRISPR-Cas9 sgRNA screen**

MLL-AF9 and MLL-AF9-139KO cells were transduced with the lentiCRISPR GeCKO v2 pooled library with a 500 fold coverage and 20 – 30% transduction efficiency. MLL-AF9 cells were harvested 24 hours after transduction. Puromycin (1µg/mL) was added to the medium for selection of the transduced cells. Cells were expanded for 14 days. DNA was isolated using the DNeasy Blood & Tissue Kit (Qiagen, 69506) according to manufacturer’s protocol, with the addition of 400 µg RNase A (Qiagen) per 5 million cells. To determine the complexity of the library in the cell populations, the lentiviral sgRNA constructs in the genomic DNA were amplified as previously described ^1^, with a few modifications. Briefly, the first PCR was performed for each sample in 13 separate 100 µL reactions. Each reaction contained 10 µg genomic DNA to get an estimated 300 times library representation using High Fidelity Herculase II Fusion DNA Polymerase (600675, Agilent Technologies), dNTPs (Invitrogen) and 0.5 µM of primers sgRNAlibF1 and sgRNAlibR1 (Supplementary Table 1). The sequences encoding the sgRNAs were amplified using the following PCR conditions: 2 min at 95°C, 20 cycles of (30 seconds at 95°C, 30 seconds at 55°C, 1 minute at 72°C) and fragments were extended for 10 min at 72°C. All PCR reactions were pooled and mixed. The nested PCR reaction was performed for each sample in 6 separate 100 µL reactions. Each reaction contained 5 µL of the first PCR reaction, Fusion polymerase, dNTPs and primers sgRNAlibF2 (0.5µM) and sgRNAlibR2 (0.5µM). The concentration and quality of the libraries were determined by Agilent 2100 Bioanalyzer using a DNA1000 assay.

Cluster generation was performed according to the Illumina TruSeq SR Rapid Cluster kit v2 (cBot) Reagents Preparation Guide (Illumina). Briefly, pooled libraries (10nM) were denatured with NaOH, diluted to 10 pM and hybridized onto the flowcell. The hybridized products were sequentially amplified, linearized and end-blocked according to the Illumina Single Read Multiplex Sequencing user guide (Illumina). After hybridization of a custom-made sequencing primer sgRNAlibseq (Supplementary Table 1), sequencing-by-synthesis was performed with the HiSeq 2500 (Illumina) using a single read 50-cycle protocol followed by single index sequencing.

**Genome-wide CRISPR-Cas9 sgRNA screen data analysis**

The mouse GeCKOv2 sgRNA library tables were converted to FastA format with the target gene and sgRNA identifier in the header. From this FastA file a HISAT2 index was constructed with HISAT2 (version 2.1.0) ^5^. Variations of the sgRNA vector sequence (GTTTTAGAGCT, GTTTAGAGCT and GTTTTTAGAGCT) were trimmed from the 3-prime ends of the reads using AdapterTrimmer (https://github.com/erasmus-center-for-biomics/AdapterTrimmer) with the following parameters: “--maximum-mismatches 2”, “--minimum-matches 2” and “--minimum-bases-remaining 15”. The reads were then aligned to the mouse GeCKOv2 library using HISAT2 (version 2.1.0) ^5^ with the “--no-spliced-alignment” and “--norc” parameters to make sure reads aligned without inserts and in the correct orientation. The resulting alignments were converted to sorted BAM files with SAMtools (version 1.10) ^6^. The number of reads per sgRNA was subsequently determined from the primary alignments by retrieving the reference sequence name using SAMtools view and awk, sorting the result and counting the number of occurrences using uniq with the “–c” parameter. The resulting table was converted to a comma-delimited file using sed and awk. Subsequent data analysis was performed in R (version 4.0.2). Statistical analysis was performed using the PBNPA package ^7^ on all guide RNAs with at least 11 reads in the experiment. General data handling and visualization was performed using the tidyverse package ^8^ and pipelining was handled using drake ^9^.

**Viability assays**

WT, *Mir139*KO, E1KO or E2KO MLL-AF9 cell*s* (n= 30,000) were plated in opaque plates and treated with different concentrations of UNC1999 or UNC2400 (4905/10, Tocris-Bioscience) in IMDM, supplemented with P/S (100 U/mL), FBS (10%), IL-3 (1:1000 supernatant), IL-6 (10 ng/mL), GM-CSF (10 ng/mL) and SCF (20 ng/mL). Medium was refreshed on a daily basis. Cell viability was determined with CellTiter-Glo Luminescent Cell Viability Assay (G7571, Promega) with the GloMax Explorer Multimode Microplate Reader (GM3500, Promega).

**Apoptosis assay**

50,000 MLL-AF9-i139 cells per clone were plated in MethoCult supplemented with P/S (100 U/mL), IL-3 (1:1000 supernatant), IL-6 (10 ng/mL), GM-CSF (10 ng/mL) and SCF (20 ng/mL), Hygromycin B (0.8 µg/mL), Puromycin (1 µg/mL) and with or without Doxycycline (5 µg/mL). MLL-AF9-i139 clones were harvested 24, 48, 72 or 96 hours after plating. Cells were washed with washing buffer (PBS, 0.5% BSA) and stained with the eBioscience Annexin V-FITC Apoptosis Detection Kit (BMS500FI-100, Invitrogen) according to manufacturer’s protocols.

**Flow Cytometry**

MLL-AF9 WT, MLL-AF9-*Mir139*KO, MLL-AF9-E1KO or MLL-AF9-E2KO cells were harvested and washed with FACS washing buffer (HBSS, FBS [3%], CaCl_2_ [1mM], Sodium azide [0.02%]) and stained with Annexin-V-APC (BD Biosciences, 550475) and antibodies against CD3 (CD3-PE-Cy7 BD Biosciences, 552774, Clone: 145-2C11), GR-1 (GR-1-AF700 Biolegend, 108422, Clone: RB6-8C5), CD11b (CD11b-APC-Cy7 BD Biosciences, 557657, Clone: M1/70), CD16/32 (CD16/32-PE Biolegend, 101308, Clone: 93), c-KIT (c-KIT-PE-Cy5 eBioscience, 15-1171-82, Clone: 2B8) in FACS washing buffer for 20 minutes at 4°C. To prevent non-specific binding, the cells were washed in FACS washing buffer and subsequently fixed with PFA (1%) with CaCl_2_ (1mM). These cells were measured on the BD LSRII-Fortessa (BD Biosciences). The data were processed using FlowJo VX (BD Biosciences).

**RNA sequencing**

HSPCs were isolated from WT and *Mir139*KO mice. Total RNA of WT HSPCs, *Mir139KO* HSPCs, MLL-AF9 cells and MLL-AF9-i139 cells was isolated with TRIzol, according to the manufacturer’s protocol. The quality of the RNA was analyzed with the Bioanalyzer RNA 6000 Nano Kit (5067-1511, Agilent). Libraries were generated with 500ng of RNA using the KAPA RNA HyperPrep Kit with RiboErase (KK8560, Roche) according to manufacturer’s protocol. Quality control of the libraries was performed with the Bioanalyzer High Sensitivity DNA kit (5067-4626, Agilent Technologies). Library quantity was determined with NEBNext Library Quant Kit (E6730, New England Biolabs). Libraries were run on the NovaSeq (Illumina). After sequencing and demultiplexing, the quality of the reads was determined with fastQC (v 0.11.8). Fastq files were mapped to the GRCm38 reference using STAR (v.2.5.3e). 

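FeatureCounts assigns a mapped read to a gene when the read overlaps the features of that gene in the annotation, and its settings decide what happens to a read that overlaps 2 genes and whether the strand of the read is used. The text of the methods does not name these settings. In the deposited counts, 680 protein-coding genes lie fully inside the body of another gene without sharing an exon base with it, and 666 of them (97.9%) had 0 counts in the 10 libraries. Of these genes, 451 lie inside genes of the opposite strand alone, of which 442 had 0 counts. Of the 11690 protein-coding genes outside all other genes, 24.9% had 0 counts. The overlaps were taken from a later GENCODE release on the same genome build.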

The annotation was done with FeatureCounts (v1.6.0) using genecodevM15.annotation.gtf as a reference. The quality of the data was assessed with MultiQC. 

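Removing genes with few reads lowers the number of tests and leaves out genes whose fold changes rest on a handful of reads. A minimum of 10 can be read as the total over the libraries or as the count in each of them. Over the 6 MLL-AF9-i139 libraries, 25840 genes have at least 1 count, 15001 have at least 10 counts in at least 3 libraries, and 13504 have at least 10 counts in every library.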

Noise reduction was applied to the count data by removing the rows with read counts lower than 10. Next, rlog transformation was used for visualization and comparison purposes which include correlation and clustering analysis and the generation of the heatmaps and PCA plots. For differential expression analysis, DESeq2 (v1.22.2) was used.

**Luciferase reporter assay**

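The Eif4g2 duplex holds 54 nucleotides from the last exon of the gene, exon 22 of 22, on chromosome 7 from 111072319 to 111072372 of GRCm38 (minus strand), within the 3′ UTR. Its sequence, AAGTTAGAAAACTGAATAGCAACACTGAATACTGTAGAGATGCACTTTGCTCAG, has 1 match of 8 bases (ACTGTAGA) to the seed of miR-139-5p, and the mutated duplex differs by G34C, T35C and A36C, counted from 1 at the 5′ end of the insert. The Hpgd duplex holds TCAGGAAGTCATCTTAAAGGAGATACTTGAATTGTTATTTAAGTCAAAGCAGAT from exon 7 of 7, in the 3′ UTR, on chromosome 8 from 56320507 to 56320560 (plus strand). It has 0 matches to positions 2 to 7 of miR-139-5p or miR-139-3p, as has the whole annotated 3′ UTR of 838 nucleotides, and the mutated duplex differs by A21C, G22T and A23C. Other 6-base matches to the seeds were not searched for. The Ptprt duplex holds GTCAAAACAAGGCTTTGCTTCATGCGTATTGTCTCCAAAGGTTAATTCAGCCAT from exon 31 of 31, in the 3′ UTR, on chromosome 2 from 161522717 to 161522770 (minus strand). It has 1 match of 7 bases (GTCTCCA) to the seed of miR-139-3p, and the mutated duplex differs by C33A, T34C and C35A. The seeds were read from the Mir139 hairpin in the genome.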

Oligo duplexes containing the predicted WT and mutated miR-139 binding motifs of the 3’-UTRs of *Hpgd*, *Ptprt* and *Eif4g2* (Supplementary Table 1) were cloned into the pmirGLO Dual-luciferase miRNA Target Expression Vector (E1330, Promega) with general cloning techniques. HEK293FT cells were co-transfected with pmirGLO vector and BCD2-MSCV-miR-139 (microRNA vector) or BCD4-MSCV-EV (control vector) in a molecular ratio of 1:15 with FuGENE6 Transfection Reagent (E2311, Promega). After 48h, Firefly and Renilla luciferase activities were measured by using the Dual-Glo luciferase Assay System (E2920, Promega) and the GloMax Explorer Multimode Microplate Reader (GM3500, Promega).

**Chromatin Immunoprecipitation and PCR**

Chromatin Immunoprecipitation (ChIP) assays were performed as previously described ^10^. Shortly, 10x10^6 Molm-13 cells were cross-linked in formaldehyde (1%) at RT for 10 min followed by quenching in a glycine solution (125 mM). Cells were lysed in nuclei lysis buffer (SDS [1%], Tris-HCl [50mM], EDTA [10 mM] and cOmplete (TM), EDTA-free Protease Inhibitors [11873580001, Sigma Aldrich) and sonicated with the Bioruptor Pico (B01060010, Diagenode) for 7 (Polr2m) or 9 (POL-II) cycles. Chromatin immunoprecipitation was performed with 2.5 µg antibodies against POLR2M (ABE23, Merck), RNA Polymerase II (POLII) CTD repeat (ab26721, Abcam) and IgG (31887, Thermo Fisher Scientific) at 4°C O/N. To determine POLR2M binding, qPCRs were performed with primers listed in Supplementary Table 1 and PowerUP SYBR Green Master Mix (ThermoFisher, A25742) according to manufacturer’s protocol.

**ChIP-seq analysis**

For analyzing publically available ChIP-seq datasets we used the Integrative Genomics Viewer v2.9.4. For the epigenetic analysis of the *Mir139* locus we used data deposited in the GEO database from ^11-13^. For the epigenetic analysis of the *MIR139* locus we used data deposited in the ENCODE database or UCSC Genome browser.

**Bisulfite conversion and sequencing**

Genomic DNA was isolated from AML cells with DNeasy Blood & Tissue Kit (Qiagen). Bisulfite conversion was performed with the EZ DNA Methylation-Gold Kit (D5005, Zymo Research), according to manufacturer’s protocols. The bisulfite and nested PCR primers (Supplementary Table 1) were designed using the Bisulfite Primer Seeker software by Zymo research and DNA fragments were amplified with Q5 High-Fidelity DNA Polymerase (NEB M0491S, New England Biolabs). PCR fragments were cloned in the CloneJET PCR Cloning Kit (K1231, Thermo Fisher Scientific), Sanger sequenced with the BigDye Terminator v3.1 Cycle Sequencing Kit (4337454, Thermo Fisher Scientific) and with the BigDye XTerminator Purification Kit (4375486, Thermo Fisher Scientific). PCR products were subsequently run on an ABI Prism 3130xl genetic analyzer (4359571, Applied Biosystems) or a 3500 Genetic Analyzer (4405673, Applied Biosystems) according to manufacturer’s protocols.

**Proteomics**
Cell lysis, digestion and TMT labeling was performed as described ^14^. In short, one million mouse MLL-AF9 cells or HSPCs were lysed in SDS lysis buffer (SDS [5%], Tris-HCl [100 mM, pH 7.6]) at 95°C for 4 minutes. The protein concentration per sample was determined by Pierce BCA protein assay (Thermo Fisher Scientific). 100 µg of protein was used for subsequent reduction with TCEP (5 mM), alkylation with iodoacetamide (15 mM) and quenching with DTT (10 mM). Protein lysates were purified by methanol-chloroform precipitation. The resulting protein pellets were resuspended in HEPES (40 mM, pH 8.4) and digested with Trypsin (10 µg) at 37°C O/N. Peptide concentration was measured with Pierce BCA assay.

A total of 10 µg of each of the 8 peptide preparations was dissolved in 25 µL of HEPES (40 mM, pH 8.4) and incubated with 40 µg of one of the 8 amino reactive TMT10plex Label Reagents (Thermo Fisher Scientific) at RT for 1h. Excess TMT label was quenched by incubation with 6 μL hydroxylamine (5%) at RT for 15 min. The 8 labelled peptide samples were then mixed, freeze-dried and measured using multinotch MS3.

TMT-labeled peptides were dissolved in water/formic acid (100/0.1 v/v) and subsequently analyzed by on-line C18 nanoHPLC MS/MS with a system consisting of an Easy nLC 1200 gradient HPLC system (Thermo, Bremen, Germany), and an Orbitrap Fusion LUMOS mass spectrometer (Thermo). Fractions were injected onto a homemade precolumn (100 μm × 15 mm; Reprosil-Pur C18-AQ 3 μm, Dr. Maisch, Ammerbuch, Germany) and eluted via a homemade analytical nano-HPLC column (50 cm × 75 μm; Reprosil-Pur C18-AQ 1.9 µm). The analytical column temperature was maintained at 50°C with a Sonation PRSO-V2 column oven. The gradient was run from 5% to 30% solvent B (water/acetonitrile/formic acid (FA) [20/80/0.1] v/v) in 240 minutes. The nano-HPLC column was drawn to a tip of ∼5 μm and acted as the electrospray needle of the MS source. The LUMOS mass spectrometer was set to use the multi-notch MS3-based TMT method ^15^. The MS1 spectrum was recorded in the orbitrap (resolution 120,000; mass range 400−1500 m/z; automatic gain control (AGC) target 2 × 10^5^; maximum injection time 50 ms). Dynamic exclusion was after n=1 with an exclusion duration of 60 s with a mass tolerance of 10 ppm. Charge states 2-4 were included. Precursors for MS2/MS3 analysis were selected using a TopSpeed of 3 seconds. MS2 analysis consisted of collision-induced dissociation (quadrupole ion trap analysis; AGC 1 × 10^4^; normalized collision energy (NCE) 35; maximum injection time 50 ms). The isolation window for MS/MS was 0.7 Da. Following acquisition of each MS2 spectrum, the multinotch MS3 spectrum was recorded using an isolation window for MS3 of 2 Da. MS3 precursors were fragmented by high energy collision-induced dissociation (HCD) and analyzed using the Orbitrap (NCE 65; AGC 1 × 10^5^; maximum injection time 105 ms, resolution 60,000).

In a post-analysis process, raw data were first converted to peak lists using Proteome Discoverer version 2.2 (Thermo Electron) and submitted to the Uniprot database (*Mus musculus*, 52015 entries), using Mascot v. 2.2.07 (www.matrixscience.com) for protein identification. Mascot searches were with 10 ppm and 0.02 Da deviation for precursor and fragment mass, respectively, and trypsin as enzyme. Up to two missed cleavages were allowed, and methionine oxidation was set as a variable modification; carbamidomethyl on Cys, TMT6plex on N-term and Lys were set as a fixed modification. The protein FDR was set to 1%.

**RNA isolation and RT-PCR**

Total RNA was isolated with TRIzol (15596026, Thermo Fisher Scientific) according to manufacturer’s protocol. For miRNA expression analysis, cDNA was synthesized with the Taqman MicroRNA reverse transcription kit (Thermo Fisher Scientific) for *hsa-miR-139-3p* (002313, Thermo Fisher Scientific), hsa-*miR-139*-5p (002289, Thermo Fisher Scientific) and snoRNA U6 (001973, Thermo Fisher Scientific). The murine and human *miR-139-5p* and *miR-139-3p* are identical. For determination of *Pde2a* (Mm01136644_m1 and Hs00159935_m1, Thermo Fisher Scientific), *Cdkn2a* (Mm00494449_m1, Thermo Fisher Scientific), *Polr2m* (Mm0072465_m1 and Hs00930169_g1, Thermo Fisher Scientific) and *Gapdh* (Mm99999915_g1 and Hs02786624_g1, Thermo Fisher Scientific), RNA was reversely transcribed using the High-Capacity cDNA Reverse Transcription Kit (4368814, Thermo Fisher Scientific). For the quantification of human *pri-miR-139* in human patient samples*,* cells were treated with apoptosis inhibitor Q-VD-OPH (20µM, SML0063-1MG, Sigma-Aldrich) for 48 hours to prevent loss of *miR-139*-inducing cells. Total RNA of Molm-13 and patient samples were transcribed using SuperScript VILO cDNA Synthesis Kit (11754050, Invitrogen) according to manufacturer’s protocols. The *pri-miR-139* was pre-amplified using primerset TSS_miR139_UNC. Subsequently, the pre-amplified product was subjected to quantative PCR using primerset TSS_miR139_NESTED and the PowerUP SYBR Green Master Mix (ThermoFisher, A25742) according to manufacturer’s protocol. Gene and miRNA expression levels were detected with Taqman Gene Expression Assays (Thermo Fisher Scientific) on the QuantStudio™ 5 Real-Time PCR System (A28138, Thermo Fisher Scientific). Relative expression was calculated with the 2^ΔΔCT^ method or normalized against the input (*pri-miR-139*).

**References**

1. Sanjana NE, Shalem O, Zhang F. Improved vectors and genome-wide libraries for CRISPR screening. *Nat Methods* 2014 Aug; **11**(8)**:** 783-784.

2. Krivtsov AV, Twomey D, Feng Z, Stubbs MC, Wang Y, Faber J*, et al.* Transformation from committed progenitor to leukaemia stem cell initiated by MLL-AF9. *Nature* 2006 Aug 17; **442**(7104)**:** 818-822.

3. Wong P, Iwasaki M, Somervaille TC, So CW, Cleary ML. Meis1 is an essential and rate-limiting regulator of MLL leukemia stem cell potential. *Genes Dev* 2007 Nov 1; **21**(21)**:** 2762-2774.

4. Kumar MS, Erkeland SJ, Pester RE, Chen CY, Ebert MS, Sharp PA*, et al.* Suppression of non-small cell lung tumor development by the let-7 microRNA family. *Proc Natl Acad Sci U S A* 2008 Mar 11; **105**(10)**:** 3903-3908.

5. Kim D, Paggi JM, Park C, Bennett C, Salzberg SL. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat Biotechnol* 2019 Aug; **37**(8)**:** 907-915.

6. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N*, et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics* 2009 Aug 15; **25**(16)**:** 2078-2079.

7. Jia G, Wang X, Xiao G. A permutation-based non-parametric analysis of CRISPR screen data. *BMC Genomics* 2017 Jul 19; **18**(1)**:** 545.

8. Wickham H*ea*. Welcome to the {tidyverse}. *J Open Source Softw* 2019; **4**(43)**:** 1686.

9. Landau WM. The drake R package: a pipeline toolkit for reproducibility and high-performance computing. *J Open Source Softw* 2018; **3**(21).

10. Bindels EM, Havermans M, Lugthart S, Erpelinck C, Wocjtowicz E, Krivtsov AV*, et al.* EVI1 is critical for the pathogenesis of a subset of MLL-AF9-rearranged AMLs. *Blood* 2012 Jun 14; **119**(24)**:** 5838-5849.

11. Lara-Astiaso D, Weiner A, Lorenzo-Vivas E, Zaretsky I, Jaitin DA, David E*, et al.* Immunogenetics. Chromatin state dynamics during blood formation. *Science* 2014 Aug 22; **345**(6199)**:** 943-949.

12. Volk A, Liang K, Suraneni P, Li X, Zhao J, Bulic M*, et al.* A CHAF1B-Dependent Molecular Switch in Hematopoiesis and Leukemia Pathogenesis. *Cancer Cell* 2018 Nov 12; **34**(5)**:** 707-723 e707.

13. Xu B, On DM, Ma A, Parton T, Konze KD, Pattenden SG*, et al.* Selective inhibition of EZH2 and EZH1 enzymatic activity by a small molecule suppresses MLL-rearranged leukemia. *Blood* 2015 Jan 8; **125**(2)**:** 346-357.

14. Paulo JA, Gygi SP. Nicotine-induced protein expression profiling reveals mutually altered proteins across four human cell lines. *Proteomics* 2017 Jan; **17**(1-2).

15. McAlister GC, Nusinow DP, Jedrychowski MP, Wuhr M, Huttlin EL, Erickson BK*, et al.* MultiNotch MS3 enables accurate, sensitive, and multiplexed detection of differential expression across cancer cell line proteomes. *Anal Chem* 2014 Jul 15; **86**(14)**:** 7150-7158.

**Supplementary Figure Legends**

**Supplementary Fig. 1: MLL-AF9 downregulates *Mir139* expression.** (A) The number of Colony Forming Units (CFU) per 5000 MLL-AF9 cells treated with indicated concentrations of DOT1L-inhibitor SGC0946 is shown. (B) Volcano plot indicating the log2 ratio of protein levels in MLL-AF9 (MA9) cells relative to WT cells (X-axis) versus the -log10 P-value is depicted. Green rectangle indicates significantly downregulated proteins in MLL-AF9 cells, red rectangle indicates significantly upregulated proteins. Red circle around data point indicates HPGD. (C) Bar chart showing the –log10 P-values of the Diseases and Bio Functions, generated by the Ingenuity Pathway Analysis of the proteins shown in B. The Fisher’s exact test was used for the statistical analysis. (D) Gene Set Enrichment Analysis (GSEA) plot showing enrichment of MLL-AF9 targets in the upregulated fraction in MLL-AF9 cells (MLL) compared to WT cells. The Normalized Enrichment Score (NES), False Discovery Rate (FDR) Family Wise Error Rate (FWER) are shown below the GSEA plot. (E) Expression of *Cebpa*, *Csf1r*, *Csf3r*, and *Id2* in normalized ^2^log(counts) in MLL-AF9 cells (n=6) and WT HSPCs (n=4) cells as determined by RNA-seq. The Wald’s test with Benjamin Hochberg correction was used for statistical analysis. (F) GSEA plot showing enrichment of PRC1, EZH2, EZH2-controlled and EZH2-uncontrolled PcG targets, in the downregulated fraction of MLL-AF9 cells compared to WT HSPCs. All graphs are depicted as mean ± SEM.

**Supplementary Fig. 2:** ***MiR-139* upregulation and repression of *miR-139* targets eliminates MLL-AF9 AML *in vitro* and inhibits leukemogenesis in mice.** (A) Volcano plot showing the log2 ratio of protein abundances in WT HSPC relative to *Mir139*KO HSPCs (X-axis) versus the –log10 P-value (Y-axis). Green rectangle indicates significantly downregulated proteins, red rectangle indicates significantly upregulated proteins. (B) Cell counts of DOX treated LSK-MLL-AF9-i139 (n=7 clones) cells relative to non-treated cells are shown. The Wilcoxon matched-pairs signed rank test was used for the statistical analysis. (C) Flow cytometric analysis of BM isolated from WT or MLL-AF9 leukemic mice. *miR-139* expression was modulated by the presence (+ DOX) or absence (- DOX) of DOX in the drinking water. (D) Heatmap showing differentially expressed genes in MLL-AF9-i139 clones (n=3) that are treated with Doxycycline (+DOX; 5 µg/mL) compared to non-treated cells. (E) Schematic illustrating the genome-wide CRISPR/Cas9 KO screen strategy. MLL-AF9 cells are transduced with viruses expressing the sgRNA library followed by isolation of genomic DNA (gDNA) 24 hours post-transduction. Next, the MLL-AF9 cells are selected on Puromycin for 14 days followed by isolation of gDNA. Finally, the sgRNAs are quantified by next generation sequencing. (F) Fold change of expression of genes associated with cell cycle: *Btg2* (Padj: 0.00855), *Cdkn1a* (Padj: 0.00097) and *Cdkn2d* (Padj: 0.00140) or genes associated with apoptosis: *Bmf* (Padj: 0.00384), *Dusp1* (Padj: 0.00130)), *Rnasel* (Padj: 0.01690)), *Trp53inp1* (Padj: 0.00183), *Ypel3* (Padj: 0.00506) and *Zc3h12a* (Padj: 0.00079) in DOX treated (+DOX) MLL-AF9-i139 (n=3) clones (red) compared to non-treated (- DOX) cells (n=3, black) is shown. The Wald’s test with Benjamin Hochberg correction was used for the statistical analysis. (G) Colony Forming Units (CFU) of MLL-AF9 cells transduced with CRISPR-Cas9 sgRNAs control viruses (P) or CIRSPR-Cas9 sgRNA viruses targeting *Hpgd*, *Eif4g2* and *Ptprt* relative to the control sgRNAs (P) are shown. The two-tailed unpaired student’s T-test with Welch’s correction was used for the statistical analysis. The graph shows pooled data from two experiments in quadruple. (H) The ratio of Firefly Luciferase relative to Renilla Luciferase and to the mutated *miR-139* binding site (M) of indicated *miR-139* targets are depicted. The two-tailed unpaired student’s T-test was used for statistical analysis. Graphs show representative data of the experiments performed in quintuple.

**Supplementary Fig. 3: *Mir139* is epigenetically silenced by PRC2 in MLL-AF9 cells.** (A) The number of colony forming units (CFU) per 5000 WT or *Mir139*KO MLL-AF9 cells treated Trichostatin a (TSA) or Valporic acid (VPA) relative to untreated cells is shown. Presented data are representative of two experiments. (B) Expression levels of *miR-139-3p* and *miR-139-5p* in MLL-AF9 cells treated with indicated concentrations of UNC2400 relative to snRNA U6 and mock-treated MLL-AF9 cells are shown. (C) Viability of MLL-AF9 WT or MLL-AF9 *Mir139*KO cells treated with UNC2400 for 96 hours relative to mock-treated cells are shown. (D) Expression of *miR-139-5p* in untransformed WT HSPCs treated with UNC1999 relative to untreated cells and snRNA U6. Presented data of three mice are pooled. (E) *Cdkn2a* in MLL-AF9 cells treated with UNC1999 relative to *Gapdh* and mock-treated cells is depicted. (F) Expression of *Pde2a* in MLL-AF9 cells treated with indicated concentrations of UNC1999 relative to *Gapdh* and mock-treated cells is shown. Data are representative of three experiments. (G) Viability of THP-1 cells treated with indicated concentrations of UNC1999 relative to untreated cells is shown. The two-tailed paired student’s T–test was used for the statistical analysis. Data are representative of three experiments. (H) Expression of *miR-139-3p* and *miR-139-5p* relative to snRNA U6 and mock-treated cells in THP-1 cells treated with indicated concentrations of UNC1999. Data are representative of three experiments. (I) Viability of Molm-13, HL-60, MV4-11, HEL, Kasumi-1, TF-1 and U937 AML cell lines treated with UNC1999 relative to untreated cells is shown. The presented data are representative of three experiments. The asterisks indicate statistical significance. (J) Expression levels of *miR-139-5p* and *miR-139-3p* in Molm-13, HL-60, MV4-11, HEL, Kasumi-1, TF-1 and U937 AML cell lines treated with UNC1999 relative to snRNA U6 and mock-treated cells are shown. Presented data are representative for three experiments. The two-tailed paired student’s T-test was used for the statistical analysis in G and I. The two-tailed unpaired student’s T-test with Welch’s correction was used in A, C, E, F, H and J All graphs are depicted as mean ± SEM.

**Supplementary Fig. 4: POLR2M silences *Mir139* in MLL-AF9 cells.** (A) Volcano plot indicating –log10 P-values (Y-axis) and log2 fold change (X-axis) of all targeted genes in MLL-AF9 WT cells relative to MLL-AF9-*Mir139*KO cells. The six different plots indicate the number of sgRNAs per gene that were found with ≥ 10 counts in MLL-AF9 WT and MLL-AF9 *Mir139*KO cells. The blue marked circles are genes with at least 5 sgRNAs and a fold change ≥ 10 in the *Mir139*KO MLL-AF9 cells relative to the WT MLL-AF9 cells. The red closed circle indicates *Polr2m*. Red dashed lines indicate a fold change of ±10. (B) Expression levels of *miR-139-5p* and *miR-139-3p* in *POLR2M*-depleted Molm-13 cells relative to control targeted cells and snRNA U6 are shown. The two-tailed unpaired student’s T-test with Welch’s correction was used for statistical analysis. (C) Expression levels of *miR-139-5p* (left panel) and *miR-139-3p* (right panel) in *POLR2M*-depleted MLL-AF9 patient samples relative to control targeted cells and snRNA U6 are shown. The two-tailed unpaired student’s T-test with Welch’s correction was used for statistical analysis. (D) Expression of *Pde2a* in MLL-AF9 cells expressing sgRNAs targeting *Polr2m* (n=3) and control sgRNAs (n=3) relative to *Gapdh* is shown. The two-tailed unpaired student’s T-test with Welch’s correction was used for statistical analysis. (E) Expression levels of *miR-139-5p* (left panel) and *miR-139-3p* (right panel) in *POLR2M*-targeted U-937, MV4-11, TF-1 and HL-60 cells relative to control targeted cells and snRNA U6 are shown. The two-tailed unpaired student’s T-test with Welch’s correction was used for statistical analysis.

**Supplementary Fig. 5: POLR2M binds to E1, E2 and the TSS**. (A) ChIP-seq reads of the *PDE2A* locus (chr11:72,605,000 - 72,644,500) as determined in Human Umbilical Vein Endothelial Cells (HUVECs) and K562 human AML cells are depicted. The tracks show H3K4me3 signals (red), and H3K27Ac signals (orange) and POL-II binding (purple), per cell type. (B) Snapshot from the UCSC genome browser of the *PDE2A* locus (chr11:72,613,144-72,678,664), with the *MIR139* encoding sequence in green. Enrichment of histone marks H3K4Me1, H3K4Me3 and H3K27Ac are depicted in blue. GeneHancer identified promoter region (red) and enhancer regions (grey) are depicted below. The interactions of different elements are depicted in purple.

**Supplementary Table Legends**

**Supplementary Tables**

**Supplementary Table 1:** Excel file that contains the names and sequences of the primers used in the manuscript. Please find the data in the file: “Supplementary Table 1 Primersheet.xlsx”.

**Supplementary Table 2:** Excel file that contains the tables with RNA-sequencing data and Proteomics data of WT HSPCs vs MLL-AF9 cells. Please find the tables in the file: “Supplementary Table 2 WTvsMA9.xlsx”.

**Supplementary Table 3:** Excel file that contains the tables with the RNA-sequencing data and Proteomics data of WT HSPCs vs *Mir139*KO HSPCs. Please find the tables in the file: “Supplementary Table 3 WTvsKO.xlsx”.

**Supplementary Table 4:** Excel file that contains the tables with the RNA-sequencing data of MLL-AF9-i139 cells treated with or without DOX. Please find the tables in the file: “Supplementary Table 4 DOXvsNODOX.xlsx”.

**Supplementary Table 5:** Excel file that contains the tables with the genome-wide CRISPR-KO data of MLL-AF9 cells incubated for 24 hours and 14 days. Please find the tables in the file: “Supplementary Table 5 WT24hvsWT14d.xlsx”.

**Supplementary Table 6:** Excel file that contains the tables with the genome-wide CRISPR-KO data of MLL-AF9 cells vs MLL-AF9-*Mir139*KO cells incubated for 14 days. Please find the tables in the file: “Supplementary Table 6 KO14dvsWT14d.xlsx”.

# Supplementary material for: The tumor suppressor MIR139 is silenced by POLR2M to promote AML oncogenesis
**Source:** Leukemia. 2021 Nov 5;36(3):687–700. doi: 10.1038/s41375-021-01461-5

Supplementary Figure 1

A

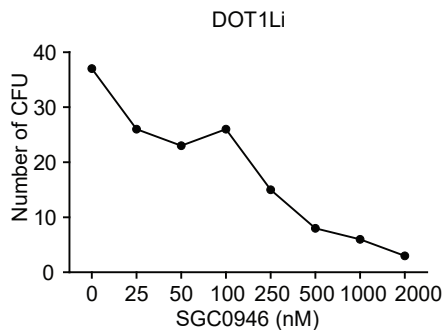

B

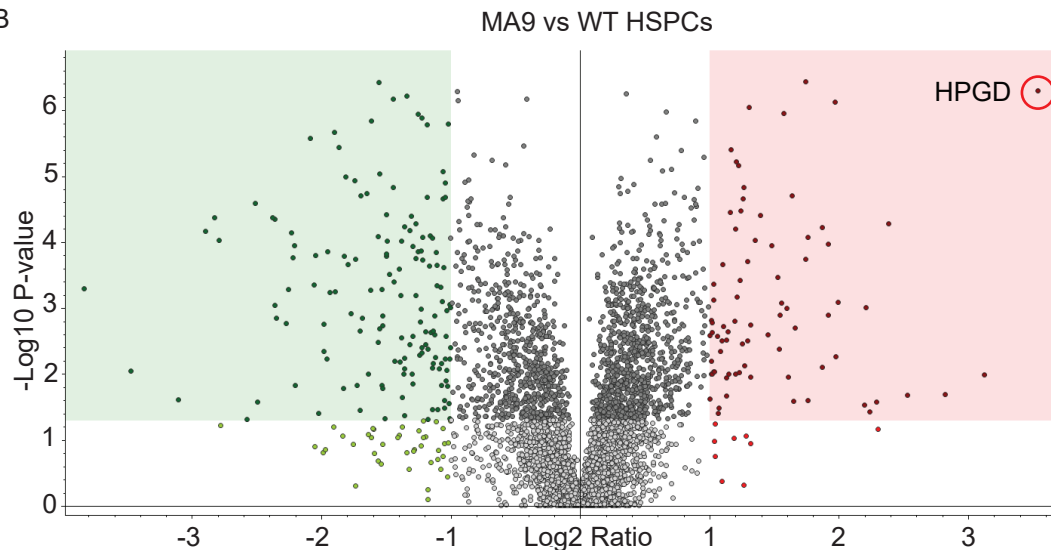

C

Immunological Disease  
Inflammatory Response  
Hematological System Development and Function  
Tissue Morphology  
Cellular Compromise  
Cell Death and Survival  
Cellular Movement  
Metabolic Disease  
Cellular Function and Maintenance  
Endocrine System Disorders  
Cell-To-Cell Signaling and Interaction  
Immune Cell Trafficking  
Infectious Diseases  
Connective Tissue Disorders  
Inflammatory Disease  
Skeletal and Muscular Disorders  
Connective Tissue Development and Function  
Humoral Immune Response  
Protein Synthesis  
Hematological Disease

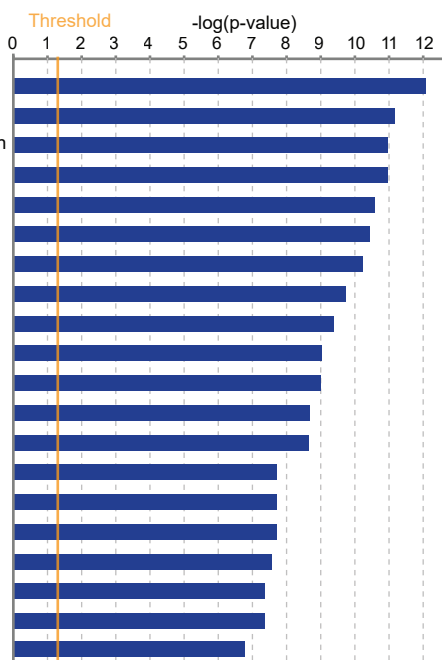

D

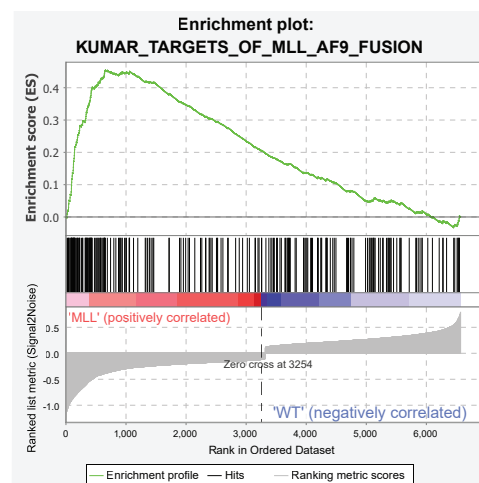

NES: 2.878  
FDR: 0.0 FWER: 0.0

E

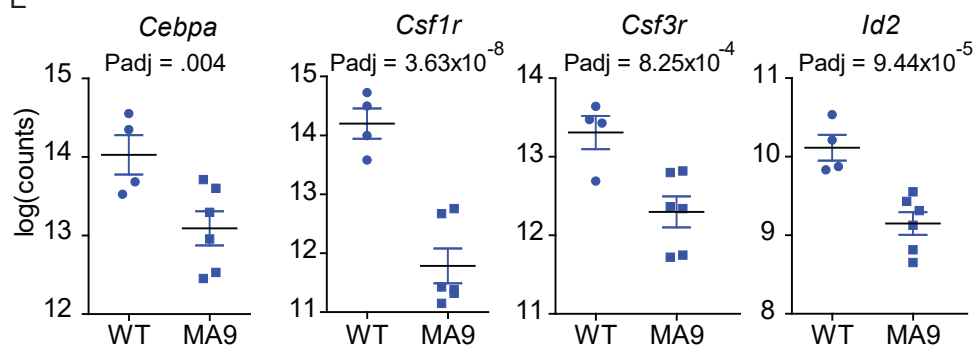

F

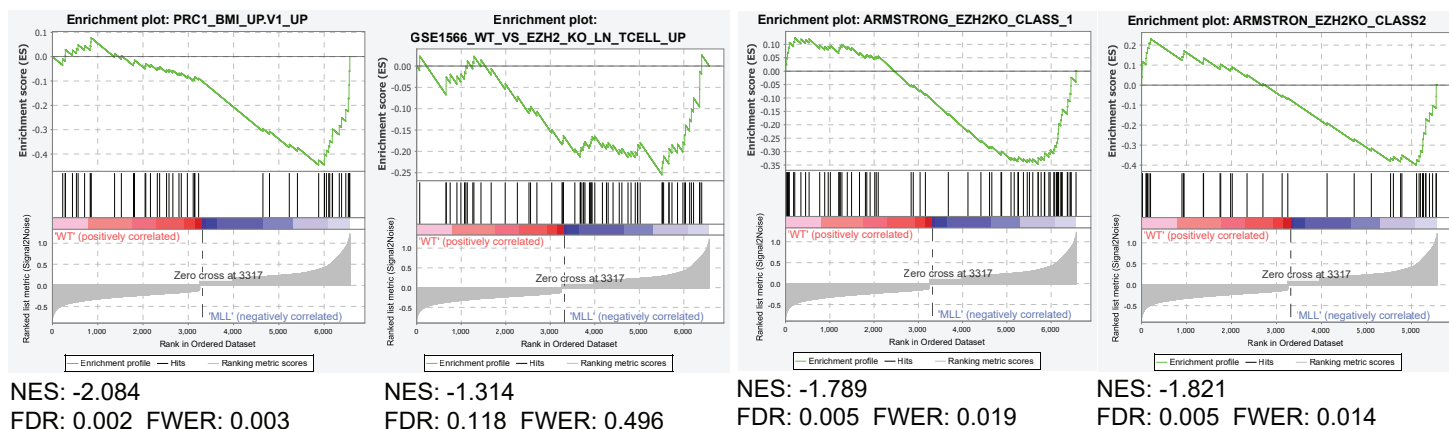

**Supplement:** Supplementary file 2 — Supplementary Figure 1

How the deposited data were processed for this re-analysis (not part of the article)

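RNA sequencing of 10 mouse libraries was analysed: 3 MLL-AF9-i139 clones with and without DOX, and 1 MLL-AF9-ieGFP clone with and without DOX at 48 h and at 72 h. The mapping of libraries to clones and treatment came from the sample labels, and the dose of 5 µg/mL from the labels and the paper. The times came from the labels alone.

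The authors mapped the reads to GRCm38 with STAR, counted reads per gene with FeatureCounts on a GENCODE annotation and deposited raw counts. They state that rows with read counts lower than 10 were removed and that DESeq2 was used for differential expression. The deposited tables still hold genes with 0 counts (25799 of 52550 in the 10 libraries), so they precede that filter. The 2 deposited count tables hold the same values for the 10 libraries (0 differing values), so the choice between them could change no result. One of them holds 14 further columns of per-sample values that belong to other samples, which were not used.

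Gene positions, 3′ UTRs and overlaps between genes came from a later GENCODE release than the one the authors name, on the same build, GRCm38. All gene identifiers were used as in the deposited tables, without their version suffix.

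The total count per library ranged from 35133308 to 47089725. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM normalization on the 6 MLL-AF9-i139 libraries, without a block, over genes with at least 10 counts in total, with Benjamini-Hochberg adjustment and thresholds of an adjusted p under 0.05 and, where stated, an absolute log2 fold change of at least 1. The change in MLL-AF9-ieGFP and the interaction of DOX with the construct came from 1 fit of 4 groups over all 10 libraries. CPM are counts scaled to the same total in each library, normalized by the TMM factors. Log2 fold changes of single clones are differences of log2 CPM with a prior count of 2. Gene sets, 6 lists written before the counts were read, were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01. Genes with a 7- or 8-base match to the miR-139-5p or miR-139-3p seed in the longest annotated 3′ UTR were compared with genes without one by their median log2 fold change, with 10000 draws of genes matched on mean expression and UTR length in 10 bins each, and with 100 shuffled seeds. Thinned counts were drawn at random to 35133308 per library. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps.

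Clone numbers in the labels pair the libraries with and without DOX. The counts of genes and the genes the paper names were also fitted with the clone as a block. The replicates of MLL-AF9-ieGFP are the 48 h and 72 h cultures of 1 clone, so within it this block cannot separate clones. The alternatives were DESeq2 (version 1.42.0) in place of edgeR, RLE size factors, 4 other filters on low counts, the clone block, a fit of all 10 libraries, and each clone left out in turn. The genes named in the text were chosen by a rule set before the counts were read: the genes the paper names for this experiment (except 1 that is not reported here, which leaves 11 named as changed), Mir139 and Pde2a, the 5 highest and 4 lowest genes with a symbol among the significant genes of Supplementary Table 4 (Ptprt is 1 of the 4), and, of the genes past the threshold with at least a 2-fold change, the same direction in the 3 clones and an average log2 CPM of at least 1, at most 5 rises and 5 falls. Of the 10 genes past that threshold 9 met the rule, of which the first 5 rises were named, and 0 falls met it. Any other gene is named with a statement that it was chosen after its values were seen.

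The scripts were tested on simulated data. With 200 of 18859 genes changed in independent libraries, edgeR called 168 genes and recovered 79% of the changed ones, with 5.95% false calls, and DESeq2 called 227, with 91.5% recovered and 19.4% false. With clone effects in the simulated counts of 18886 genes, edgeR recovered 65% without the block and 98% with it. Intervals of counting error were not given for single genes, some of which rest on a handful of counts. The libraries of WT and Mir139KO HSPCs and the other experiments of the paper were not analysed here.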

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

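The tests of explanations in this part were chosen only after the results were seen.

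Ssbp2 responded to DOX more strongly in MLL-AF9-i139 than in MLL-AF9-ieGFP, and it was the 1 gene of 20269 tested for which the interaction of DOX with the construct had an adjusted p under 0.05. The interaction was 3.22 on the log2 scale (standard error 0.34, adjusted p = 0.0322, edgeR's quasi-likelihood test). Ssbp2 rose in 3 of 3 MLL-AF9-i139 clones, by 3.90, 3.96 and 3.22, and in MLL-AF9-ieGFP by 0.55 at 48 h and 0.51 at 72 h. Over the alternatives the interaction stayed between 3.11 and 3.44, while its adjusted p ran from 3.75e-15 (DESeq2) to 0.901 (without clone 2). With the clone as a block it was 0.000455 (edgeR). With both constructs at 48 h, without a test, the difference was 3.38. Reads of an overlapping gene are one technical explanation, but other genes cover 0.73% of the body of Ssbp2. A different depth is another, and after all 10 libraries were thinned at random to the same total the difference was 3.15. Thinning thus left most of the difference in place. For the overlap the difference was not computed again, so the share of the body does not measure what is left. One candidate explanation that remains is that miR-139 induction, and not DOX or transgene induction by itself, raises Ssbp2. It is not the only one left. By the paper's methods MLL-AF9-i139 cells also carry tetR-KRAB, and effects of DOX through it were not tested. Whether an effect of miR-139 on Ssbp2 would be direct was not tested. MLL-AF9-ieGFP is 1 clone, so a difference between that clone and the 3 MLL-AF9-i139 clones cannot be told apart from a difference between the constructs.

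Serpinb9g rose with DOX in MLL-AF9-ieGFP as well, in libraries that the paper does not report on. Both DOX-treated MLL-AF9-ieGFP libraries (38 and 36 counts) lay above the untreated libraries of that clone (13 and 5 counts). In normalized CPM they reached 0.969 and 0.979, above the 5 untreated libraries of both constructs, of which the highest had 0.802. The log2 fold change was 2.12 (1.61 at 48 h and 2.41 at 72 h, unadjusted p = 0.00131, adjusted p = 1 over 20269 genes, edgeR), so it fails the correction for multiple tests. Its adjusted p under the alternatives was between 0.258 with the block (edgeR) and 1.00. The replicates of MLL-AF9-ieGFP are time points of 1 clone, so within it the block cannot separate clones. The rise in MLL-AF9-i139 was larger by 3.07 (adjusted p = 0.527, edgeR), and this difference had an adjusted p under 0.05 with DESeq2 (0.00101), with the clone as a block (0.0293) and without clone 3 (0.00793), in a range from 0.00101 to 0.901 over its alternatives. Reads shared with paralogs might raise several family members together, but the 1 other Serpinb9 gene with at least 10 counts on average in these libraries, Serpinb9, had a log2 fold change of 0.0866. Cells or RNA of MLL-AF9-i139 in the treated MLL-AF9-ieGFP libraries might also give a rise. The other 261 genes that rise in Supplementary Table 4 had a median log2 fold change of 0.0299 in MLL-AF9-ieGFP, 145 of them above 0, but a small share of such RNA would move this median by little. The rise of Serpinb9g would need a share of 3.89%. The 12 other genes of that table that rose at least 8-fold in MLL-AF9-i139 would need a median of 1.22%, from -1.89% to 4.42%, with 9 above 0 and 2 at the share of Serpinb9g or more. One share for all genes does not account for the whole rise, but part of it cannot be told apart from a smaller share. A lower depth of the untreated libraries does not account for it, since their total was 1.05 times that of the treated ones. A response to DOX itself or to the induction of any transgene remains as a hypothesis for part of the rise of Serpinb9g, and MLL-AF9-i139 alone cannot separate it from an effect of miR-139. With 2 time points of 1 clone it has no replicate across clones.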

How the results depend on the processing

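The tests of other splits in this part, like the results and alternatives named here, were set before the data were examined. None of them was chosen after a result was seen. The cause of the changes below was not tested, except where a value is given.

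Without a block, 12 genes had an adjusted p under 0.05 in MLL-AF9-i139 and 10 of them changed at least 2-fold. The count was 1556 (442 at least 2-fold) with DESeq2, 562 (287) with no filter beyond 1 count in total, 6 (5) with at least 10 counts in at least 3 libraries, 2 (2) with at least 10 counts in every library, 6 (5) with filterByExpr, 2381 (554) with the clone as a block and 1234 (385) with all 10 libraries in the fit. RLE size factors gave 8 (7). All 12 genes were called again with DESeq2, with no filter, with the block and with all 10 libraries. Across the 3 fits that each left out one clone, the counts ran from 0 to 3981 genes, and from 0 to 1099 with at least a 2-fold change. The 0 was without clone 2, where 1050 genes had an unadjusted p under 0.05. The share of rises among the calls was 11 of 12 in the fit without a block, 966 of 1556 with DESeq2 and 1356 of 2381 with the block.

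Of the genes called with at least a 2-fold change, 9 are in Supplementary Table 4. The overlap was 250 with DESeq2, 193 with no filter, 4 with at least 10 counts in at least 3 libraries, 2 with at least 10 in every library, 4 with filterByExpr, 233 with the block, 218 with all 10 libraries, and from 0 to 266 with a clone left out. Of 11 genes that the paper names as changed, 0 had an adjusted p under 0.05 without a block, although 11 had an unadjusted p under 0.05. The number was 11 with DESeq2, 9 with no filter, 11 with the block, 11 with all 10 libraries, and from 0 to 11 with a clone left out. It stayed at 0 with RLE size factors, with both filters on 10 counts and with filterByExpr, where 11 had an unadjusted p under 0.05 in each. Their direction was the same in each of these fits.

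In MLL-AF9-ieGFP, 0 genes had an adjusted p under 0.05 and 259 an unadjusted one. With DESeq2 it was 1 gene, and with both filters on 10 counts and with the block it was 0, with 106, 63 and 389 genes at an unadjusted p under 0.05. The interaction of DOX with the construct had 1 gene. It had 83 with DESeq2, 38 with the block, 0 with at least 10 counts in at least 3 libraries and 0 with at least 10 in every library (1615 and 1452 genes at an unadjusted p under 0.05), and from 0 to 2011 with a clone left out.

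For genes with a miR-139-5p site, the median log2 fold change beyond that of matched genes was -0.0166 (permutation p = 0.0626). It passed 0.05 with 8-mer sites alone (-0.0477), with at least 10 counts in every library (-0.0228) and with the block (-0.0171), and ran from -0.0233 to -0.0102 with a clone left out. Of these last fits, it passed without clone 2 (permutation p = 0.0015) and without clone 3 (permutation p = 0.0488) and did not without clone 1 (permutation p = 0.15). For miR-139-3p it was 0.0259 (permutation p = 0.0132). It no longer passed with 8-mer sites alone (0.00366), without clone 2 (permutation p = 0.0681) and without clone 3 (permutation p = 0.0934), and ran from 0.0159 to 0.0231 with a clone left out. The number of gene sets past 0.05 was 2, and between 2 and 3 under the alternatives. The set of mitochondrial-encoded mRNAs did not pass and had a median log2 fold change of 0.11. Its direction in limma's camera reversed without clone 3, with a median of -0.13. The median was -0.00143 without clone 1 and 0.33 without clone 2, where the set passed 0.05.

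For single genes and sets, 377 values were recomputed. Of these, 241 stayed on the same side of the threshold, 82 came past it, 52 no longer passed it, and 1 each moved or reversed. The pairing of clones, with a mean r of 0.358 in libraries of the same clone, has 1 value. The other deposited count table holds the same values for the 10 libraries and was not run. For MLL-AF9-ieGFP, whose replicates are time points of 1 clone, no replicate was left out.

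Of the 10 splits of the 6 MLL-AF9-i139 libraries into groups of 3, 4 part the libraries of each clone, the real one included. Of these 4 splits, 1 (the real one) gave as many as 12 genes with an adjusted p under 0.05, 1 gave as many as 10 with at least a 2-fold change, and 1 gave as many as 2381 with the clone as a block. The others gave 0 genes in each case. For the gene sets, 2 of the 4 gave as many as 2 sets: the real split, with 2, and the one that swaps clone 3 alone, with 3 (5 with the clone as a block). The other 6 splits part 1 clone each and leave both libraries of a clone together. They gave 0 genes with an adjusted p under 0.05 without the block. Over all 10 splits, 6 gave at least 2 gene sets, the real one included, and the highest of the others was 5. With 4 splits the share cannot fall under 0.05, so grouping by chance is not excluded for any of these counts.

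The self-test made calls at this number of libraries. In simulated libraries, 158 of 200 changed genes were recovered without a block. With clone effects in the simulated counts, 130 were recovered without the block and 196 with it, where 9.68% of the calls were false. In the real libraries the biological coefficient of variation was 0.297 without the block and 0.1699 with it. Whether this accounts for the difference between the counts of the fits was not tested.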

Differences from the paper's values

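The paper lists 322 genes with an adjusted p under 0.05 and at least a 2-fold change in Supplementary Table 4, 298 higher and 24 lower with DOX. Here the count was 10, with 9 higher and 1 lower (edgeR's quasi-likelihood test). Of the alternatives set before the data were examined, the total was within 1.5 times the paper's with DESeq2 (442), with no filter beyond 1 count in total (287) and with all 10 libraries in the fit (385). For the genes higher with DOX this held with DESeq2 (365), with no filter (264), with the clone as a block (430) and with all 10 libraries (311). For the genes lower with DOX it held with no filter alone (23). The other alternatives did not close the gap.

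The log2 fold change of Serpinb9g was 5.21 against the paper's 4.20, and that of 4833422C13Rik was 4.51 against the paper's 3.66. None of the alternatives set before the data were examined closed either gap. For Serpinb9g they gave values from 5.11 to 5.34, and for 4833422C13Rik from 4.34 to 4.81.

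For 11 genes that the paper names as changed, the direction was the paper's but the adjusted p was higher here (edgeR). It was 0.0865 for Eif4g2 against the paper's 0.0002, 0.0955 for Hpgd against the paper's 0.0006 and 0.1201 for Ptprt against the paper's 0.005. Among the cell cycle genes it was 0.128 for Btg2 against the paper's 0.00855, 0.1003 for Cdkn1a against the paper's 0.00097 and 0.105 for Cdkn2d against the paper's 0.00140. Among the pro-apoptotic genes it was 0.114 for Bmf against the paper's 0.00384, 0.105 for Dusp1 against the paper's 0.00130, 0.114 for Trp53inp1 against the paper's 0.00183, 0.0997 for Ypel3 against the paper's 0.00506 and 0.0955 for Zc3h12a against the paper's 0.00079. The adjusted p came within 1.5 times the paper's for Ypel3 with DESeq2 (0.00439) and for Ptprt without clone 3 (0.00595). For the other 9 genes none of the alternatives set before the data were examined came that close. The adjusted p was lower than the paper's for 10 of the 11 genes with DESeq2, among them Eif4g2 (5.40e-05) and Cdkn1a (0.000155), and for 8 of them without clone 3. All 11 genes had an adjusted p under 0.05 with DESeq2 (highest 0.0232), with the clone as a block (highest 0.0491, edgeR), with all 10 libraries in the fit (highest 0.0443, edgeR) and without clone 3 (highest 0.00906, edgeR), and 9 of them had one with no filter beyond 1 count in total.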

Other observations

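The tests on the genes of Supplementary Table 4 without counts, on the gap between that table and the counts, and on clone 3 were chosen only after the results were seen. The tests on seed matches were not.

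Of the 322 genes that the paper lists as significant in Supplementary Table 4, 40 had fewer than 10 counts in the 6 MLL-AF9-i139 libraries and 37 had 0. All 40 have at least 95% of their body inside other genes, against 3 of the other 282 (Fisher's exact test, two-sided, p = 6.12e-48). Among them are protein-coding genes with high values in the table of the paper, such as Itgam (5 counts) and Vsir (0 counts), which are named after their values were seen. In the table, 12 of the 40 have a mean rlog value above the median of the other genes and 28 do not, so as a group they are lower. Low expression is still not a likely explanation for the lack of counts, since 82 of the other genes, which had at least 10 counts, have a mean rlog value under the median of the 40. Nor do shared exons alone account for it: protein-coding genes that lie fully inside another gene but share no exon base with it had 0 counts in 97.9% of cases. The pattern is in line with reads inside the bodies of 2 genes, on either strand, having been left out of the deposited counts. The paper's text does not name the setting. No biological explanation was tested. Pde2a, which had 1 count in the libraries here, has the paper's log2 fold change of 0.83 in Supplementary Table 4.

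The deposited counts were also set beside the rlog values of Supplementary Table 4. Over 261 genes of the table with a mean of at least 100 counts, the gap between the mean rlog value and log2 of the mean count rose with the share of the gene's body inside other genes (Spearman's rho across genes 0.466). Across the 199 of these genes that lie outside other genes, the gap had a rho of 0.091 with the ratio of body length to exon length, so counting exons for the table and whole gene bodies for the deposited counts is not a likely explanation. The first value leaves open that reads inside 2 genes were counted for both in the table of the paper. Genes outside other genes still had a median gap of 0.897 on the log2 scale, so such reads cannot account for all of the gap. Genes are not independent replicates, and both values describe these tables only.

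Clone 3 of MLL-AF9-i139 responded to DOX less than clones 1 and 2. Over 278 genes of Supplementary Table 4 that changed by at least 0.5 on the log2 scale in the mean of clones 1 and 2, the median ratio of the log2 fold change of clone 3 to that mean was 0.354, and 270 genes changed less in clone 3, while 268 had the same sign. Each of the other clones set against the remaining pair gave a median ratio of 1.42 (clone 1) and 1.46 (clone 2). Depth is not a likely cause, since the ratio was 0.36 after thinning all libraries to the same total. If an even share of the cells of clone 3 had not responded, rises and falls would show the same share of the change. Over 1066 genes called from clones 1 and 2 alone with at least a 2-fold change, clone 3 showed a median of 21.3% of the change for 709 rises and 35.3% for 357 falls (permutation test, two-sided, p = 1e-05, the smallest they can give; genes are not independent replicates). An even share of cells without a response does not account for this difference. Single genes did not follow one pattern: among the falls the share was 70.4% for Eif4g2, 72.8% for Hpgd and 87.5% for Ptprt, and among the rises 92.8% for Serpinb9g and 58.3% for Ssbp2, against 16.3% for Cdkn1a and 3.72% for Dusp1. The labels give 72 h of DOX for clone 3 and 48 h for the others, with 1 DOX time point per clone, so a longer treatment cannot be told apart from a property of the clone. The pattern was found and tested on the same libraries.

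A direct effect of miR-139 would lower genes with a match to its seed. Among 13980 genes, the 3039 with a miR-139-5p site had a median log2 fold change 0.0166 below that of matched genes (value -0.0166, permutation p = 0.0626). Without matching, the difference from genes without a site was -0.00061, against 0.0160 expected from matched genes. Most of the -0.0166 thus comes from the matching. In MLL-AF9-ieGFP the value beyond matched genes was -0.0024 (permutation p = 0.343). For the comparison with shuffled seeds the median of each bin of expression and length was taken off, which gave -0.0124, and 31 of 100 shuffled seeds gave a difference as low. The 2224 genes with a miR-139-3p site went the opposite way, at 0.0259 (permutation p = 0.0132), with 0.0065 in the same direction in MLL-AF9-ieGFP (permutation p = 0.0252), so DOX or a transgene by itself is not excluded for it, and in the comparison with shuffled seeds, where it was 0.0229, 71 of 100 gave a difference as low and 29 one as high. The base composition of the 3′ UTR may account for differences of this size. For miR-139-5p the difference was smaller in MLL-AF9-ieGFP, but that in MLL-AF9-i139 did not pass 0.05. DOX or a transgene by itself is therefore not excluded for miR-139-5p either. For miR-139-5p the difference did not pass 0.05 in the fit without a block and did in 5 of 6 alternatives, the 8-mer sites (600 genes, -0.0477, permutation p = 0.0097) and the clone as a block (permutation p = 0.0359) among them, so whether genes with its seed match were slightly lower depends on these choices. Shuffled seeds were compared for the 7- and 8-base sites together in the fit without a block, where the difference cannot be told apart from base composition, and not for the alternatives. Over the alternatives the permutation p ran from 0.0015 to 0.15 for miR-139-5p and from 0.0087 to 0.917 for miR-139-3p.

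Of 6 gene sets, 2 had an adjusted p under 0.05 in MLL-AF9-i139. The 23 genes of the cell proliferation set were lower with DOX (22 of 23, 21 of them in 3 of 3 clones, median log2 fold change -0.31, adjusted p = 3.79e-07, limma's camera; 9.07e-07 with the clone as a block). The set of neutrophil maturation had 16 of 17 tested genes higher, 12 of them in 3 of 3 clones, with a median of 0.59. The adjusted p of this set was 3.14e-05, and 5.30e-06 with the block (limma's camera). Its members Il1rn, Cxcr2, Lcn2, Ngp and Csf3r are among the genes that rise in Supplementary Table 4. That table comes from these same libraries and was known before the counts were read, so this result is not independent of it. The p53 targets were higher with a median of 0.20 and did not pass (adjusted p = 0.107, limma's camera; 0.0749 with the block), except without clone 3, where the median was 0.28 and the adjusted p 0.00751, in a range from 0.00751 to 0.261 over the alternatives. No single gene of these sets had an adjusted p under 0.05 without the block, and 7 of the proliferation set and 9 of the neutrophil set did with it. Over the alternatives the highest adjusted p of both sets was 0.000104 (limma's camera). For these p-values the correlation between genes was preset at 0.01 and not estimated from these libraries. With a higher correlation within a set they would be too small. Of the 4 splits that part the libraries of each clone, 2 gave at least 2 sets. The other of them swaps clone 3 alone and keeps the contrast of DOX in clones 1 and 2, so it is no test without an effect of DOX. With 4 splits the share cannot fall under 0.05 whatever the values are. These 4 splits thus leave a grouping by chance untested for these sets and speak neither for nor against it. Over all 10 splits, 6 gave at least 2 sets, the real one included, and the highest of the others was 5. A count of 2 sets was therefore also reached by groupings that keep both libraries of a clone together.

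In MLL-AF9-ieGFP, 11 genes that the paper names as changed in MLL-AF9-i139 had log2 fold changes between -0.17 and 0.13 with DOX over both time points. They ran from -0.20 (Ypel3) to 0.36 (Dusp1) at 48 h, and from -0.60 (Ptprt) to 0.33 (Btg2) at 72 h. Of the genes that fall in MLL-AF9-i139, Eif4g2 had -0.04 at 48 h and -0.09 at 72 h. Hpgd had 0.01 and -0.40, and Ptprt 0.25 and -0.60. The interaction of DOX with the construct had an adjusted p between 0.527 and 0.540 for these genes (edgeR), with an unadjusted p under 0.05 for 11 of 11. With the clone as a block it lay between 0.0346 and 0.171 (edgeR), with 1 of the 11 under 0.05, and without clone 3 between 7.33e-06 and 0.0612, with 9 under 0.05. Over these genes and the alternatives it ran from 7.33e-06 to 0.908. Whether these genes respond differently in the constructs thus depends on the fit.

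Rspo3, the 1 gene past the threshold that fell, is not among the significant genes of Supplementary Table 4. It is named after its values were seen. Its log2 fold changes in clones 1, 2 and 3 were -3.18, -4.36 and -3.24, against -0.51 and -0.49 in MLL-AF9-ieGFP at 48 h and 72 h. Herpud2 and Gm29642, which lie next to each other on chromosome 9, both rose with DOX, by 2.01 and 4.12 on the log2 scale, and Herpud2 is also named after its values were seen.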
